# Alterations in gene expression in T1α null lung: a model of deficient alveolar sac development

**DOI:** 10.1186/1471-213X-6-35

**Published:** 2006-07-25

**Authors:** Guetchyn Millien, Avrum Spira, Anne Hinds, Junling Wang, Mary C Williams, Maria I Ramirez

## Abstract

**Background:**

Development of lung alveolar sacs of normal structure and size at late gestation is necessary for the gas exchange process that sustains respiration at birth. Mice lacking the lung differentiation gene T1α [T1α(-/-)] fail to form expanded alveolar sacs, resulting in respiratory failure at birth. Since little is known about the molecular pathways driving alveolar sacculation, we used expression microarrays to identify genes altered in the abnormal lungs and, by inference, may play roles in normal lung morphogenesis.

**Results:**

Altered expression of genes related to cell-cell interaction, such as ephrinA3, are observed in T1α(-/-) at E18.5. At term, FosB, Egr1, MPK-1 and Nur77, which can function as negative regulators of the cell-cycle, are down-regulated. This is consistent with the hyperproliferation of peripheral lung cells in term T1α (-/-) lungs reported earlier. Biochemical assays show that neither PCNA nor p21 are altered at E18.5. At term in contrast, PCNA is increased, and p21 is decreased.

**Conclusion:**

This global analysis has identified a number of candidate genes that are significantly altered in lungs in which sacculation is abnormal. Many genes identified were not previously associated with lung development and may participate in formation of alveolar sacs prenatally.

## Background

Lung development starts in mice at embryonic day 9.5 (E9.5). By E16.5, airways have extensively grown and branched to form the bronchial tree. Between E16.5 and term (E20.5) lung cell proliferation is gradually reduced, and the distal lung undergoes significant morphogenetic changes to form the alveolar sacs. While a population of distal epithelial cells flattens, thins, and spreads to form type I cells, other distal epithelial cells remain cuboidal, acquire surfactant filled lamellar bodies and differentiate into type II cells. Differentiation of epithelial cells is accompanied by vascular remodeling and thinning of the mesenchyme, and results in enlargement of the diameter and surface area of the alveolar sacs. Overall this process is known as sacculation, and it is critical to increase the efficiency of fluid absorption and gas exchange processes at birth [1-3].

Very little is known about the molecular regulation of sacculation in normal animals. Abnormal sacculation has been reported in many genetically altered animals carrying null mutations, or transgenes that mis- or over-express growth factors, transcription factors, and other regulatory molecules. These molecular abnormalities result in formation of alveolar spaces that are either too small, as in glucocorticoid receptor (GR) [4], corticotropin releasing hormone (CRH) [5], and Sp3 knockout mice [6], and double p21(+/-)p57(+/-) and p21(-/-)p57(+/-) mice [7], or too large as in gp330 knockout mouse [8], the SP-C promoter-Bmp4 mouse [9], and SP-C promoter-GATA6 mouse [10]. It is interesting that both extremes of alveolar sac size can result in death of the newborn shortly after birth due to respiratory failure. Collectively these observations suggest that formation of alveolar sacs of appropriate dimensions, surface area, and thickness is of fundamental importance in lung organogenesis and is critical for survival.

We have previously shown that mice carrying a null mutation of the T1α gene fail to form expanded alveolar sacs near term and die at birth due to an inability to inflate their lungs with the first few breaths [11]. In normal late fetal and adult lungs, T1α protein is uniquely expressed in the apical membrane of type I alveolar epithelial cells, which form over 90% of the alveolar surface that is specialized for gas exchange [12-14]. In the absence of this protein the alveolar sacs still form but they are narrower than normal and do not properly expand at birth. This abnormality appears to be linked to deficient differentiation of type I cells. This was indicated by the presence of fewer attenuated type I cells and reduced expression of Aqp-5, another type I cell marker gene. Secreted surfactant and surfactant gene expression patterns indicate normal differentiation of type II cells in T1α (-/-) lungs.

Some insights into the process of alveolar sacculation in normal animals come from gene expression microarray data using lungs of normal mice at different developmental time points from embryonic day 9 through postnatal week 4 [15]. This study shows marked changes in gene expression between fetal day 17 and newborn, a period that encompasses the process of sacculation. Among the genes altered are the transcription factors Pod1 and GATA6, the stress-related gene Cyr61, surfactant protein D, and caveolin-1α. However, this important survey was not designed specifically to study sacculation, which would require sampling at more frequent time points near term.

As an alternative approach for understanding the molecular regulation of sacculation, it is reasonable to compare lungs with normal alveolar sac formation to those with altered sac formation and infer from differences in gene expression a set of candidate genes involved in the process. Preliminary expression microarray analysis of the GR knockout lung [16] has explored the overall changes in gene expression that lead to alterations in alveolar sac formation. This approach has also been used to study the related process of alveologenesis, that involves formation of septae that 'subdivide' alveolar sacs into smaller units or true alveoli [17].

Here, we use a microarray approach to begin to understand the molecular mechanisms by which formation of alveolar sacs is altered in T1α null mice, animals that serve as a highly reproducible model of altered lung sacculation. We have identified genes that are preferentially altered in the T1α null lung prior to recognizable structural abnormalities, such as ephrinA3, and identified that a number of regulators of the cell cycle are altered at term. Our study also shows that p21, a negative cell cycle regulator, is decreased at term but not at E18.5 at both the mRNA and protein levels, a finding that is likely associated with the failure of sacculation. These genes are now candidates for future studies designed to understand the molecular mechanisms that regulate sacculation in the normal lung.

## Results

### Altered alveolar sac morphology in the absence of T1α is evident on fetal day E18.5

T1α protein is expressed in the apical surface of lung epithelial cells throughout mouse development (Figure 1). To determine the timing of the initial phenotypic alterations in the absence of T1α, we analyzed the distal lung morphology of T1α(+/+) and T1α(-/-) lungs at E11.5, 15.5, 18.5, and 19.5. Histological analyses showed no differences between T1α(+/+) and T1α(-/-) lungs at E11.5 and E15.5 (Fig. 2A,B,E,F). Gross morphology of the lobes and size of the epithelial buds are similar in (+/+) and (-/-) lungs at E11.5. No significant difference in epithelial tube number and size is apparent at E15.5 (Fig. 2I,L), suggesting that branching morphogenesis is not altered in T1α(-/-) lungs. In normal lung development, thinning of the mesenchyme, epithelial type I cell flattening, and enlargement of the air spaces are observed between E16.5 and term, as the alveolar sacs form. In the absence of T1α, the abnormal phenotype is evident at E18.5 and becomes progressively more severe at E19.5 (Fig. 2C,D,G,H) and at term [11], as the alveolar sacs are very narrow and irregular and the mesenchyme appears thicker than normal (Fig. 2K,N).

**Figure 1:**
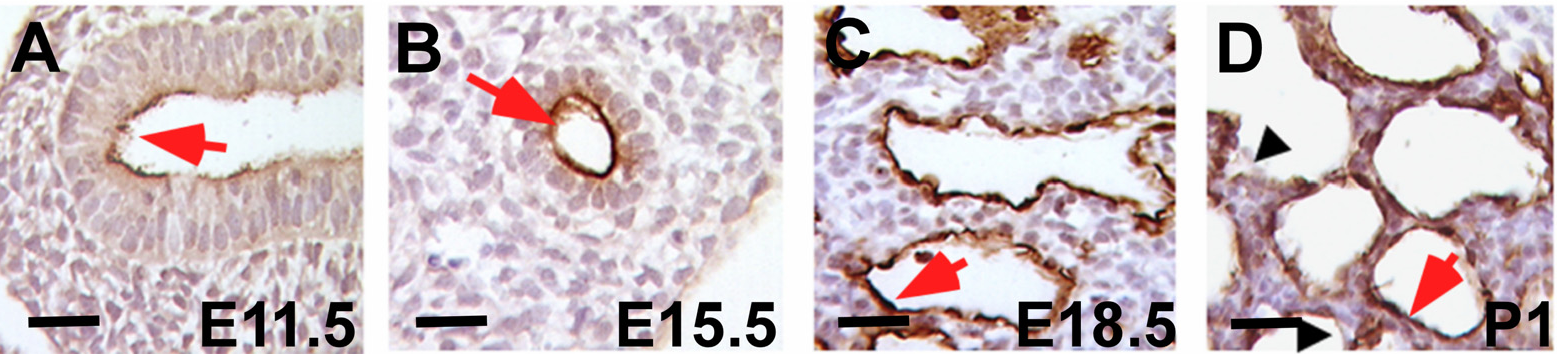
**Expression of T1α protein on the apical surface of mouse lung epithelial cells during development**. Immunohistochemistry analysis of T1α protein using mAb 8.1.1 antibody in mouse lung paraffin sections. (A) At E11.5 T1α is expressed on the apical surface of epithelial cells in the forming lung bud, (B) at E15.5 it is expressed in the cuboidal epithelial cells of the distal lung, (C) at E18.5 alveolar epithelial cells are starting to flatten and T1α antibody labels the apical surface of the alveolar walls, and (D) at postnatal day 1, type I cells express T1α protein while type II cells are not labeled. Red arrows indicate T1α expression. Black arrowheads indicate unstained type II cells at late gestation. Bar = 25 μm

**Figure 2:**
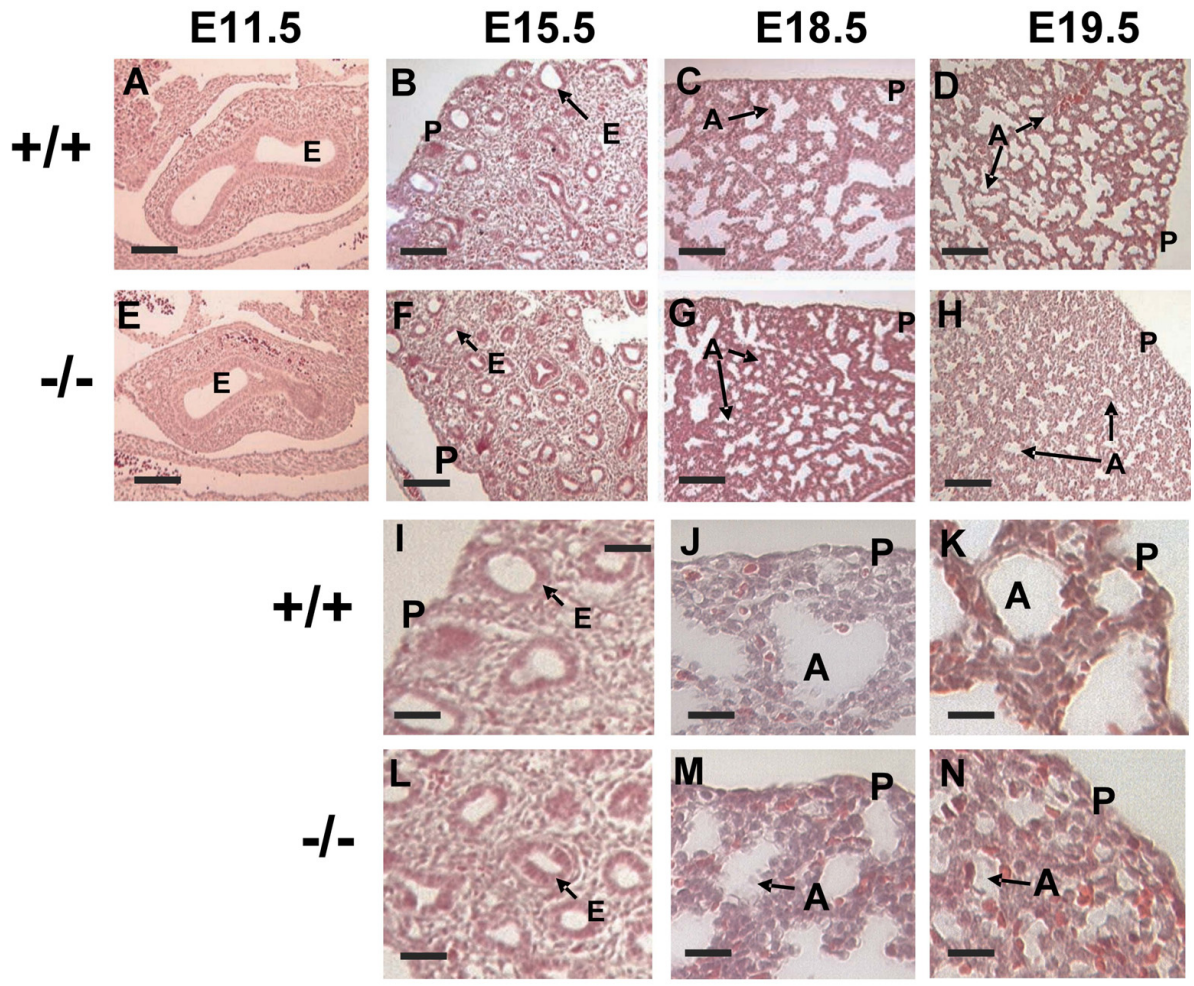
**Lung phenotype in T1α null mice is apparent after E15.5**. H & E staining of (A-D) T1α (+/+) and (E-H) T1α (-/-) lungs at E11.5, 15.5, 18.5, and 19.5 respectively Bar = 100 μm. (I-K) T1α (+/+) at E15.5, E18.5 and E19.5 (L-M) T1α (-/-) at E15.5, E18.5 and E19.5 Bar = 25 μm. Similar lung morphology is observed in T1α (+/+) and T1α (-/-) lungs at E11.5 and 15.5. The phenotype is more severe after E18.5. Thereafter, the lungs exhibit narrower airspaces and thicker mesenchyme. P, pleura; E, epithelium; A, alveolar space.

### Altered expression of PCNA and p21 genes

To determine whether morphological alterations observed in the absence of T1α at E18.5 are also accompanied by changes in cell proliferation, we compared expression of PCNA and p21 genes by northern and western blot analyses in (+/+), (+/-) and (-/-) lungs at E18.5 and term. Neither PCNA nor p21 protein level is altered at E18.5 in T1α(-/-) lungs compared to T1α(+/+) (Fig. 3A–C). However at term, p21 mRNA is reduced 3.6-fold in (-/-) lungs (p ≤ 0.05) (Fig. 3B) and p21 protein is reduced to 75% of the level in (+/+) lungs (p ≤ 0.05) (Fig. 3C). We have previously shown high numbers of PCNA-stained cells at term, and that PCNA protein is significantly up-regulated ~1.8 fold in (-/-) lungs [11]. This trend is also observed in Fig. 3A (~1.7 fold, Student's t-test p = 0.059). The mRNA levels of other two members of the cdk inhibitor family, p27 and p57 at term are not altered (Fig. 3D). These data suggest that the increase in distal lung cell proliferation in the absence of T1α occurs after morphological alterations are evident, and is probably the consequence of earlier changes in gene expression triggered by the absence of T1α. In the microarray analysis neither p21 nor p27 are detected as present (detection p > 0.05) precluding the comparison to the northern blot analysis. 

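p21 (Cdkn1a) and p27 (Cdkn1b) encode inhibitors of cyclin-dependent kinases, and each has 2 probe sets on the array. At E18.5, the p21 probe set 94881_at had a signal of 144 ± 26.8 (SD, n = 5) in (-/-) lungs and 119 ± 50.8 (SD, n = 5) in (+/+) lungs. At term, its signal was 112 ± 11.2 (SD, n = 3) in (-/-) and 138 ± 39.0 (SD, n = 3) in (+/+) lungs. The other p21 probe set, 98067_at, gave 186 ± 56.7 and 158 ± 71.3 at E18.5, and 207 ± 70.6 and 199.9 ± 125 at term, in the same order and with the same numbers of arrays. Both p21 probe sets lay above the filter on low signals used here at both times. Their differences did not pass the test, with exact permutation p from 0.357 to 0.8 over the 4 comparisons. p27 had lower signals. Its probe set 100278_at measured 9.64 ± 7.54 in (-/-) and 10.6 ± 9.99 in (+/+) lungs at E18.5 (exact permutation p = 0.897), where 1 (+/+) array, replicate I, had 28 and the others between 3.5 and 8.6. At term it measured 11.6 ± 4.51 and 22.3 ± 5.04, and the signals of the genotypes did not overlap (exact permutation p = 0.1, the smallest that 3 arrays against 3 allow, and a separation that chance gives in 10% of such comparisons). The other p27 probe set, 161010_r_at, measured 11.6 ± 9.62 and 18.6 ± 8.29 at E18.5 and 16.0 ± 7.04 and 18.3 ± 7.30 at term. No p27 probe set passed the filter on low signals, so p27 was not tested with limma.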

PCNA and p57 are both detected as present in the microarrays (detection p ≤ 0.05) and their levels of expression do not change in the absence of T1α (-/-) compared to (+/+) at E18.5 or at term (data not shown), similarly to the data obtained by northern blots (Figure 3).

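PCNA encodes the sliding clamp of DNA polymerase, which marks replicating cells. At E18.5 its probe set (101065_at) had a signal of 195 ± 73.8 (SD, n = 5) in (-/-) and 214 ± 136 (SD, n = 5) in (+/+) lungs, a log2 fold change of 0.01 (standard error 0.36, adjusted p = 0.999 from limma). At term the signals were 155 ± 45.7 (SD, n = 3) and 172 ± 30.4 (SD, n = 3), a log2 fold change of -0.15 (standard error 0.26). The inhibitor p57 (Cdkn1c, 95471_at) measured 868 ± 145 in (-/-) and 902 ± 400 in (+/+) lungs at E18.5 and 1290 ± 267 and 1442 ± 414 at term, with log2 fold changes of 0.02 and -0.14. Neither gene passed the test at either time. The exact permutation p for p57 was 0.952 at E18.5 and 0.5 at term, and for PCNA it was 0.984 and 0.6.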

**Figure 3:**
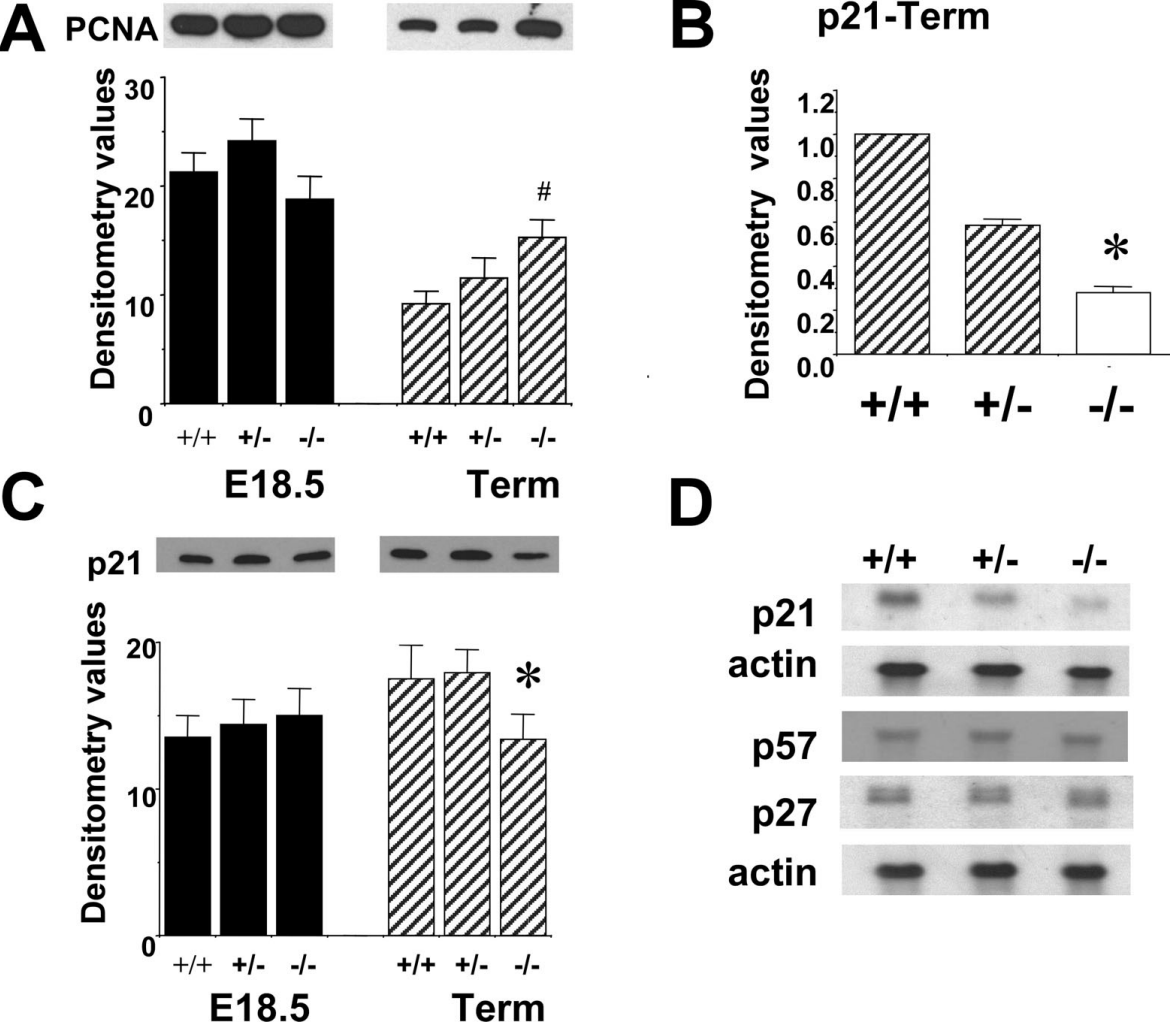
**p21 and PCNA expression is altered at term but not at E18.5 in T1α null lungs**. (A) Representative western blot and densitometry analysis of PCNA in total lung protein extracts (10 μg) at E18.5 and term, (B) densitometry analysis of p21 northern blots at term, (C) representative western blot and densitometry analysis of p21 in total lung protein extracts (10 μg) at E18.5 and term, and (D) representative blots of p21, p27 and p57 mRNA in total lung RNA at term (10 μg) normalized to β-actin. Time points analyzed were E18.5 and term. (+/+) indicates wild type, (+/-) heterozygous, and (-/-) homozygous genotypes respectively. n = 3 of each time point and genotype. Bars represent mean. Error bars represent Standard Deviation. (*) indicates p ≤ 0.05; (#) indicates p = 0.059.

### Changes in gene expression in T1α null mutant lungs

To identify genes potentially involved in the abnormal alveolar sac formation of the T1α null lungs we analyzed global gene expression profiles of T1α(-/-) vs. T1α(+/+) lungs, at E18.5 and at term, using oligonucleotide microarrays. 

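Total RNA from whole lungs was labeled and hybridized to Affymetrix Murine Genome U74Av2 arrays, 1 lung per array. The 16 arrays cover 5 T1α(-/-) lungs (replicates A to E) and 5 T1α(+/+) lungs (I to M) at E18.5, and 3 T1α(-/-) lungs (F to H) and 3 T1α(+/+) lungs (N to P) at term. The authors derived 1 signal per probe set with Microarray Suite 5.0, which sets perfect match against mismatch probes, and scaled each array. The deposited signals are on a linear scale, and the mean of each array without its lowest and highest 2% lay between 100.04 and 100.06. All 12488 probe sets were read, and 66 control probe sets were kept out of the tests. The detection p-values of the methods were not used here. In their place, a probe set was tested at a time point when the median signal of at least 1 genotype exceeded the signal that 45.4% of the values exceed, the paper's mean share of probe sets called present. This level was 53.4 at E18.5 and 47.7 at term, and left 5879 and 5885 probe sets. T1α(-/-) and T1α(+/+) lungs were compared at each time with limma on log2(signal + 16), with 2-sided p-values adjusted by the method of Benjamini and Hochberg. Single genes were also compared with a 2-sided exact permutation test of the means of log2(signal + 16). It cannot go below 0.00794 with 5 arrays against 5 or below 0.1 with 3 against 3. Gene lists were compared with the other genes by camera of limma, with a preset correlation of 0.01 between the genes of a list. The number of arrays limits the precision. The main tests, the filter, 26 gene lists and most alternatives were chosen before the data were examined, and those added later are named as such, although the genes and values in the tables of the paper had been seen. Gene symbols come from the platform's annotation, which gives 10833 probe sets 1 symbol, 396 several and 1193 none.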

The data were analyzed using Student's t-test and the more stringent Mann-Whitney analysis [18]. We identified 239 genes that differ between (-/-) and (+/+) lungs at E18.5, with Student's t-test p ≤ 0.05, and median detection p value ≤ 0.05 at least in one genotype (Table S1, Additional file 3). Of those, 156 genes have a Mann-Whitney p value ≤ 0.05 (Table S3, Additional file 3). 

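T1α itself, the membrane glycoprotein removed in these mice, had a signal of 13.5 ± 8.34 (SD, n = 5) in (-/-) lungs and 109 ± 29.2 (SD, n = 5) in (+/+) lungs at E18.5 (probe set 104469_at, gene symbol Pdpn). This is a log2 fold change of -2.10 (standard error 0.28, adjusted p = 0.00938 from limma). The highest (-/-) array reached 21.2 and the lowest (+/+) array 60.2 (exact permutation p = 0.00794). A second probe set, 103012_at, also fell, from 180 ± 41.5 in (+/+) to 52.3 ± 15.5 in (-/-) lungs, a log2 fold change of -1.52 (standard error 0.22, adjusted p = 0.00986 from limma). It is annotated to 9 symbols of 1 chemokine family, so no gene is named from it, and it was singled out after its values were seen. These were the 2 probe sets with an adjusted p under 0.05 from limma, and none remained when (+/+) replicate L was left out. Other genes had large differences in signal without passing the adjusted test. Pip4k2c, a phosphoinositide kinase, measured 2045 ± 520 in (-/-) and 870 ± 223 in (+/+) lungs, a log2 fold change of 1.22 (adjusted p = 0.189 from limma). The gap junction protein Gja4 measured 140 ± 14.4 and 72.5 ± 14.6. Versican (Vcan), a proteoglycan of the matrix, measured 24.3 ± 18.7 in (-/-) and 96.5 ± 37.0 in (+/+) lungs, a log2 fold change of -1.54 (adjusted p = 0.255 from limma). Vav1, an exchange factor of blood cells, measured 31.0 ± 4.14 and 133 ± 71.7 (adjusted p = 0.230 from limma), and passed when (+/+) replicate K was left out, at -1.80, or with array quality weights, at -1.76. At an unadjusted p under 0.05, limma counted 312 probe sets, 158 higher and 154 lower in (-/-) lungs, where 294 are due by chance. With quantile normalization 143 were higher and 194 lower, with array quality weights 193 and 291, and without (+/+) replicate K the count was 516. The methods' t-test on the signals of the same probe sets put 341 at its threshold, 208 higher and 133 lower, and none after Benjamini-Hochberg adjustment. The balance turned to 208 higher and 227 lower without (+/+) replicate I. The count was 249 without (-/-) replicate B and 470 without (+/+) replicate K.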

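Of the E18.5 probe sets at the threshold of the methods' t-test, 200 also had an exact Mann-Whitney p under 0.05, and the exact Mann-Whitney test alone put 225 there. The strongest result of this test is a complete separation of the genotypes, which 68 of the probe sets tested showed, or 1.16%, where chance gives 0.794%. With no filter the share was 0.789%, so no excess over chance remained. With 1 array left out, where chance gives 1.587%, the share lay between 1.586% without (+/+) replicate J and 2.93% without (+/+) replicate I. Among the genes that separated the 5 (-/-) from the 5 (+/+) lungs in this way were the ephrin ligand ephrinA3 and the complement component C1qa, both higher in (-/-) lungs. Ptgs1, an enzyme of prostaglandin synthesis, and the transcription factor Sp1 separated the genotypes the other way. No probe set passed when the Mann-Whitney p-values were adjusted over all those tested.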

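At E18.5, 162 of the probe sets at the threshold of the methods' t-test had mean signals that differed by more than 1.5-fold between (-/-) and (+/+) lungs, and 100 of these also had an exact Mann-Whitney p under 0.05. These counts were 243 and 161 without (+/+) replicate I and 262 and 160 without K. The transcription factor Sp1 measured 42.2 ± 5.65 (SD, n = 5) in (-/-) and 76.9 ± 17.5 (SD, n = 5) in (+/+) lungs, a log2 fold change of -0.66 (standard error 0.21, adjusted p = 0.792 from limma). Written as a signed fold between the means, the growth factor Igf1 had -1.92, the transcription factor Sox11 -1.65 and the programmed cell death gene Pdcd4 -1.53. On the side of the higher signals in (-/-) lungs, catalase (Cat), which breaks down hydrogen peroxide, had 1.80 and the methyltransferase Inmt 1.99.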

Genes in this group that are up (+) or down (-) regulated more than 1.5 fold with a Student's t-test p ≤ 0.05 and Mann-Whitney p ≤ 0.05 are shown in Table 1. At term, there are 50 genes that change significantly with a Student's t-test p ≤ 0.05 (Table S2, Additional file 3), Mann-Whitney p = 0.08 (Table S4, Additional file 3). 

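At term the T1α probe set measured 15.9 ± 12.2 (SD, n = 3) in (-/-) and 114 ± 90.4 (SD, n = 3) in (+/+) lungs, a log2 fold change of -1.86 (standard error 0.47, adjusted p = 1.00 from limma). The (-/-) arrays had 9, 8.6 and 30, and the (+/+) arrays 88.5, 39.7 and 214.9, so the genotypes did not overlap (exact permutation p = 0.1). The growth arrest transcript Gas5 measured 16.5 ± 2.72 in (-/-) and 5.47 ± 1.70 in (+/+) lungs, below the filter on low signals. Snrp1c-ps2, annotated as a pseudogene of a splicing factor, measured 50.2 ± 10.5 and 149 ± 4.97, a log2 fold change of -1.33 (adjusted p = 0.498 from limma), and the annexin Anxa1 220 ± 32.0 and 531 ± 387. The methods' t-test on the signals put 79 probe sets at its threshold at term, 35 higher and 44 lower in (-/-) lungs, where 294 are due by chance, and none after Benjamini-Hochberg adjustment. With unequal variances, which give the p-values of Table S4, the number was 46, 23 higher and 23 lower. The exact Mann-Whitney test put 0 there, since 3 arrays against 3 allow no p below 0.1. With equal variances the number was 133 without (+/+) replicate O and 253 without (+/+) replicate P. limma gave 0 probe sets at an adjusted p under 0.05 and 40 at an unadjusted p under 0.05, 5 higher and 35 lower. Without (+/+) replicate P, 150 were higher and 138 lower at that unadjusted p. The signals of the genotypes did not overlap for 198 probe sets, or 3.36% of those tested, where chance gives 10%. Without (+/+) replicate P it was 20.7%, where chance gives 20%.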

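The recovery of known changes was measured on simulated signals made with the means and spread of these arrays, with 200 probe sets and a gene list changed in each comparison. With 3 (-/-) and 3 (+/+) term lungs, limma recovered none of the 1.5-fold changes at an adjusted p under 0.05, 20.6% of the 2-fold changes and 63.1% of the 3-fold changes among 5952 probe sets. With 5 lungs of each genotype at E18.5, it recovered 10.8%, 54.8% and 87.5% of the same sizes among 5950 probe sets. At an unadjusted p under 0.05, 58.5% of the 1.5-fold changes were recovered at term and 64.6% at E18.5. Of the simulated calls, 4 of 58 at term and 5 of 103 at E18.5 were false. Of the unchanged simulated probe sets, 6.23% at term and 5.74% at E18.5 had an unadjusted p under 0.05. On the term arrays limma put 40 of 5885 there. Other splits of the arrays gave up to 1302 at term and up to 1311 at E18.5. The simulated signals did not match this, so their rates may not hold for these arrays.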

The ability to detect genes that change significantly between T1α (-/-) and (+/+) at term was limited by the smaller sample size at that time point (n = 3). 

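Of the term probe sets at the threshold of the methods' t-test, 22 had mean signals that differed by more than 1.5-fold between the genotypes, against 100 without (+/+) replicate P and 13 with unequal variances. Asxl1, a chromatin regulator of the Polycomb group, had a signed fold of 1.77, and Pick1, which binds protein kinase C, 1.54. S100a9, a calcium-binding protein of neutrophils, measured 133 ± 28.5 (SD, n = 3) in (-/-) and 251 ± 50.4 (SD, n = 3) in (+/+) lungs, a log2 fold change of -0.84. The proton pump subunit Atp6v1b2 had a signed fold of -1.60 and the membrane protein Serinc1 -1.49. The retinoblastoma gene Rb1 measured 14.5 ± 2.37 and 21.5 ± 3.27, below the filter on low signals, and its signals did not overlap between the genotypes (exact permutation p = 0.1).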

Known genes in this group changing more than 1.5 fold are shown in Table 2. 

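The 3' to 5' signal ratio of a long transcript rises where RNA is degraded. On the 10 E18.5 arrays it was 1.20 ± 0.28 (SD) for GAPDH and 1.41 ± 0.24 for β-actin. By genotype, the E18.5 β-actin ratio was 1.55 ± 0.24 (SD, n = 5) in (-/-) and 1.27 ± 0.17 (SD, n = 5) in (+/+) lungs. The GAPDH ratio was 1.19 ± 0.31 and 1.22 ± 0.28 in the same order. Among the (-/-) lungs, replicate B had the highest GAPDH ratio, 1.72. On the 6 term arrays the GAPDH ratio was 1.64 ± 0.83, from 0.827 to 2.63, and the β-actin ratio 1.72 ± 0.54. The bacterial transcript bioB, added at the lowest amount, had a signal of 56.4 ± 10.7 at E18.5 and 59.8 ± 10.9 at term, and bioC had 99.0 ± 23.6 and 113 ± 44.9. Bacterial control probe sets with no transcript added had a mean signal of 6.55 ± 2.13 on 15 arrays and 35.3 on the (+/+) E18.5 replicate I. No pair of arrays shared over 20% of its signals, and Pearson's r over all 120 pairs of arrays lay between 0.768 and 0.987.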

The microarray quality control parameters analyzed, described in the Methods section, indicate that all hybridization experiments are comparable and of good quality.

**Table 1:** Genes differentially expressed in T1 α(-/-) vs T1 α(+/+) lungs at E18.5.

	Microarrays				
				
Gene	Fold	p	Acc #	Function	Lung expression and References
***Transcription factors***					
Sp1	-1.82	0.01	X60136	regulation of transcription	(+) (E1)
Sox11	-1.64	0.05	AF009414	regulation of transcription	(+) (E2)

***Signal transduction***					
Insulin-like growth factor I	-1.92	0.016	X04480	anti-apoptosis, organogenesis	(+) (E3, E4)
Sp 17	-1.82	0.008	Z46299	cAMP-dependent protein kinase regulator	(+) (E5, E6)
PKC delta	1.50	0.026	X60304	protein serine/threonine kinase activity	(+) (E7)
Signal-induced proliferation assoc.1	1.72	0.011	D11374	regulation of cell cycle	(+) UniGene Mm.3072
G protein gamma 3 linked	1.90	0.005	AF069954	RNA transport	(+) UniGene Mm.345134
Pip5k2c	2.35	0.005	AV303514		(+) UniGeneMm.22682

***Cytoskeleton/ECM***					
big-h3	-1.50	0.006	L19932	cell adhesion	(+) (E8)
dynein, cytoplasmic	1.58	0.007	AF063229	microtubule-based movement	(+) (E9)

***Ion channels/transport***					
Chloride channel regulator Icln	-1.86	0.03	U72059	chloride transport, regulation of cell volume	(+) (E10)
Solute carrier family 31	1.50	0.002	AI839005	copper ion transporter	(+) Unigene Mm.248637

***Enzymes***					
YME1-like	-2.33	0.008	AF090430	metalloendopeptidase activity	(+) Unigene Mm.23335
Holocytochrome c synthetase	-2.01	0.009	NM_008222	lyase	(+) MGI:106911
Cytochrome P450, 51	-1.81	0.011	AW122260		
Splicing factor 3a1	-1.69	0.044	AW120546	nuclear mRNA splicing, via spliceosome	(+) UniGene Mm.156914
Phosphodiesterase 7A	-1.62	0.0095	U68171	metal dependent phosphohydrolases	(+) (E11)
Ring finger protein 13	-1.62	0.008	AF037205	ubiquitin-protein ligase activity	(+) UniGene Mm.274360
Ptgs1	-1.54	0.008	M34141	prostaglandin biosynthesis	(+) (E12)
Paraoxonase 2	1.50	0.02	L48514	arylesterase activity	(+) (E13)
Protease serine 3	1.53	0.034	AE000665		n.d.
Cytochrome P450 4v3	1.57	0.006	BC026957		(+) UniGene Mm.245297
Branched chain aminotransferase 2	1.66	0.013	AF031467	amino acid biosynthesis	(+) UniGene Mm.24210
Neuropsin	1.74	0.011	D30785	serine-type endopeptidase activity	(+) (E14)
Catalase 1	1.80	0.016	AV083603	response to oxidative stress	(+) (E15)
Thioether S-methyltransferase	1.99	0.012	M88694	methyl transferase activity	(+) (E16)

***Immune system***					
Histocompatibility 2, D1	1.54	0.002	M69069	antigen presentation	(+) UniGene Mm.33263
Complement C1qa	1.82	0.004	X58861	complement activation	(+) UniGene Mm.370
Complement C1q B chain	1.82	0.023	M22531	complement activation	(+) UniGene Mm.2570

***Ubiquitination/Degradation system***					
Proteasome (macropain) alpha 2	-2.08	0.046	X70303	ubiquitin-dependent protein catabolism	(+) UniGene Mm.252255
Tetratricopeptide repeat gene	-1.75	0.029	AJ002730		(+) (E17)
Ube2v2	-1.58	0.022	NM_023585	ubiquiting conjugating enzyme activity	(+) UniGene Mm.235407

***Transcription/Translation/Protein synthesis***					
Eukaryotic translation initiation fac.2A	-2.15	0.017	AW061243	regulation of protein biosynthesis	(+) UniGene Mm.196220
FK506-binding protein (FKBP23)	-1.82	0.011	AF040252	peptidyl-prolyl isomerase	(+) (E18)
Eukaryotic translation initiation fac.1A	-1.72	0.036	AI132207	translation factor activity	(+) UniGene Mm.262037

***Cell Adhesion/Migration***					
Vascular cell adhesion molecule 1	-1.52	0.032	M84487	cell-cell adhesion	(+) (E19)

***Apoptosis***					
Programmed cell death 4	-1.54	0.014	D86344	isomerase	n.d.

***Cell-cell interaction***					
Sema4b	-1.69	0.047	AA266467	cell differentiation, development	n.d.
Ephrin B2	-1.64	0.011	U30244	development, neurogenesis, organogenesis	(+) (E21)
Ephrin A3	1.50	0.006	U92885	cell atraction-repulsion	(+) UniGene Mm.331159

***Other***					
Exportin1/CRM1 homolog	-2.00	0.009	AW123788	protein-nucleus export	(+) UniGene Mm.217547
NMDA receptor-regulated gene 1	-1.92	0.021	AW260482	angiogenesis, cell differentiation	(+) UniGene Mm.275281
Smarca5	-1.83	0.05	AA794509	chromatin remodeling	(+) (E22)
NP220	-1.81	0.008	D83033	RNA binding	(+) UniGene Mm.132392
Angiomotin	-1.78	0.042	AI854771	cell migration	(+) UniGene Mm.100068
IL13 receptor alpha 1	-1.67	0.02	AA608387	cytokine receptor activity	(+) UniGene Mm.24208
Kidney cell derived transcript	-1.69	0.008	U13371	myoD family inhibitor domain containing	(+) UniGene Mm.1314
Single strand DNA binding protein	-1.69	0.016	AA881160	DNA replication	n.d.
Rnpc2	-1.61	0.018	AA688834	transcription co-activator	(+) UniGene Mm.153895
ZAP3	-1.61	0.008	AB033168	differentiation	(+) UniGene Mm.153183
ADP-ribosylation-like factor 6 IP2	-1.57	0.02	AA763874	GTP-binding protein	(+) UniGene Mm.175403
Phosphatidylinositol glycan, class A	-1.59	0.025	D31863	GPI-anchor byosynthesis	(+) UniGene Mm.3781
Quaking	-1.56	0.04	U44940	vasculogenesis, locomotory behavior	(+) UniGene Mm.262294
WSB-1	-1.52	0.023	AF033186	signaling	(+) UniGene Mm.307022
Sorting nexin 17	1.51	0.037	AW123761	receptor mediated endocytosis	(+) UniGene Mm.6118
Disabled homolog 2 interacting protein	1.60	0.03	AI837497	GTPase activating protein	(+) UniGene Mm.29629
Zinc finger protein 64	1.73	0.026	U49046	development, transcription	(+) UniGene Mm.2095
Ribosomal protein L22	1.77	0.004	AI853960	ribosome biogenesis	(+) UniGene Mm.259907

Student's t test ≤ 0.05, Mann-Whitney p ≤ 0.05, detection p ≤ 0.05; UniGene = Expression profile suggested by analysis of EST counts; (+) lung expression

Microarray n = 5, Fold negative = down-regulated genes; Fold positive = up-regulated genes. nd.= no detected; (E) references in supplemental material

**Table 2:** Genes differentially expressed in T1 α(-/-) vs T1 α (+/+) lungs at term.

	Microarrays				
				
Gene	Fold	p	Acc #	Function	Lung expression and References
***Transcription factors***					
Egr1	-3.6	0.013	M28845	early response gene	(+) (E23, E24)
Nr4A1/Nur77	-2.4	0.050	X16995	modulation of RA signaling	(+) (E25, E26)
FosB	-1.6	0.023	X14897	regulation of cell cycle	(+) (E27)
Rb1	-1.5	0.048	AV338260	negative regulation of cell cycle	(+) (E28)

***Signal transduction***					
MKP-1	-1.6	0.042	X61940	MAPK phosphatase; cell cycle	(+) (E29)
PKCα binding protein	1.5	0.043	AV056986	kinase activity	n.d.

***Cell signaling***					
Cyr61	-2.8	0.0009	M32490	cell adhesion; growth factor bp	(+) (E30)

***Ion channels/transport***					
Cation channel C6	-2.0	0.030	U49069	Ca^2+ ^transport	(+) (E33)
ATPase, H+ transp. V1B2	-1.6	0.011	U13838	Cl^-^, H^+ ^transporter; ATPase	(+) (E34)

***Enzymes***					
Leucine aminopeptidase 3	-1.6	0.049	AI839225	proteolysis and peptidolysis	n.d.

***Immune system***					
IFN activated gene 205	-1.8	0.048	M74123		n.d.

***Other***					
S100a9	-1.9	0.035	M83219	calcium ion binding	(+) (E35)
Tumor differentially expressed 2	-1.5	0.025	AI834772		(+) UniGene Mm.29344
Additional sex combs like 1	1.8	0.032	AI852340	regulation of transcription	n.d.
Gas5	3.0	0.007	AI849615	negative control of cell growth	(+) (E36)

Student's t ≤ test 0.05, Mann-Whitney p = 0.08, detection p ≤ 0.05; n.d. not determined; (+) lung expression

Microarray n = 3; Fold negative = down-regulated genes; Fold positive = up-regulated genes; (E) references in supplemental material

We used EASE bioinformatic tool to identify over-represented biological processes, defined by the Gene Ontology database (GO), for 239 genes that have altered expression at E18.5 and for the 50 genes altered at term in the absence of T1α (data not shown). Genes involved in vasculogenesis, protein targeting, protein metabolism and mitosis are over-represented at E18.5 with an EASE score ≤ 0.05. 

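Genes of cell proliferation had lower signals in (-/-) than in (+/+) lungs at E18.5. Of 28 such genes tested, 20 had a negative log2 fold change, with a median of -0.39 (adjusted p = 2.09e-05 from camera, and 0.437 with an estimated correlation). The condensin subunits Smc2 and Smc4 had log2 fold changes of -0.79 and -0.62, the kinase Cdk1 of mitosis -0.51 and the proliferation marker Mki67 -0.63. At an unadjusted p under 0.05, 6 of the 28 were lower and none was higher, and none passed when adjusted over the list alone. Genes of type II cells and surfactant had higher signals in (-/-) lungs, with a median of 0.24 over 13 genes (adjusted p = 0.0119 from camera, and 0.437 with an estimated correlation). Lpcat1, which makes surfactant lipid, measured 558 ± 75.5 (SD, n = 5) in (-/-) and 336 ± 45.8 (SD, n = 5) in (+/+) lungs, a log2 fold change of 0.71. It was the 1 gene that passed when adjusted over the list alone (adjusted p = 0.0174 from limma). Tables S1 and S3 already list Lpcat1 from these arrays, as BC005662, so this is not independent evidence. Surfactant protein B (Sftpb) had 0.56 and the mucin Muc1 0.63. Macrophage markers and complement C1q had a median of 0.26 over 13 genes (adjusted p = 0.0361 from camera, and 0.437 with an estimated correlation), with 1 gene, C1qa, past the test over the list alone, which Table 1 already lists from these arrays, and antioxidant genes a median of 0.20 over 24 (adjusted p = 0.0286 and 0.437 in the same order), among them the paraoxonase Pon1 at 0.91. Proteasome and ubiquitin genes had a median of -0.04 and a mean of -0.16 over 33 genes (adjusted p = 0.0268 from camera, and 0.769 with an estimated correlation), with Psma2 at -1.06. Table S1 also lists Psma2, Pon1, Smc2 and Cdk1 from these arrays. None of the 5 calls held with an estimated correlation, and fry called none of the 26 lists, with a lowest adjusted p of 0.165. Without single lungs, the type II cell call was lost when K was left out, the macrophage call for A, C, D, E, J or K, the antioxidant call for D, E, J or K and the proteasome call for B, C, J, L or M. Over all 26 alternatives tried, the macrophage call was lost in 10, the antioxidant call in 9, the proteasome call in 8, the type II cell call in 2 and the proliferation call in 1. The macrophage median lay between 0.08 and 0.32 over these, and the proteasome median, between -0.23 and 0.01, changed sign. The other medians lay between 0.16 and 0.25 (antioxidant), 0.21 and 0.38 (type II cell) and -0.53 and -0.26 (proliferation). The other 21 lists did not pass. Endothelial and vascular genes had a median of 0.15 over 20 genes (adjusted p = 0.376 from camera). The medians were -0.05 for type I cell markers, 0.11 for airway epithelial cell markers, 0.02 for neutrophil markers, -0.13 for lymphocyte and thymus markers, 0.25 for erythroid genes and 0.00 for genes of liver, heart, muscle and cartilage, which passed at 0.49 without (+/+) replicate M. They were 0.06 for immediate early genes, -0.04 for cell cycle inhibitors, 0.22 for glucocorticoid response genes, -0.06 for hypoxia and glycolysis genes, -0.11 for cholesterol synthesis genes and 0.14 for interferon and antigen presentation genes. Ribosomal protein genes had 0.17, with Rpl22, also of Table 1, past the test over the list alone, snoRNA host genes -0.24, growth factor genes of alveolar development 0.01 and sex-linked genes -0.07.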

Apoptosis, cell proliferation and regulation of transcription are over-represented at term with an EASE score ≤ 0.05. This analysis reflects the molecular events that occur in fetal and term lung in the absence of T1α during alveolar sac formation, and supports the finding that altered proliferation is a late gestation event that may be the result of earlier changes in gene expression in the absence of T1α. These data also correlate with the increased PCNA and reduced p21 protein expression observed at term. 

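At term, genes of cell proliferation had a median log2 fold change of -0.02 between (-/-) and (+/+) lungs over 17 genes tested (adjusted p = 0.855 from camera), and cell cycle inhibitors -0.13 over 10 (adjusted p = 0.176). The cyclins Ccnb2 and Ccne1 had 0.38 and 0.26. Neutrophil markers were lower in (-/-) lungs, with a median of -0.63 over 6 genes (adjusted p = 3.79e-08 from camera, and 0.0954 with an estimated correlation). Over the 22 alternatives tried, that median lay between -0.82 and -0.40. S100a9, which Table 2 already lists from these arrays, was the 1 gene that passed when adjusted over the list alone (adjusted p = 0.0479 from limma), so this is not independent evidence, and the iron-binding protein lactoferrin (Ltf) had -0.90. Ribosomal protein genes were higher in (-/-) lungs by a median of 0.16 over 19 genes (adjusted p = 0.00336 from camera, and 0.241 with an estimated correlation), a call that was also lost under quantile normalization and without (+/+) replicate O. Surfactant and type II cell genes were higher by a median of 0.14 over 13 genes and erythroid genes by 0.33 over 7, while interferon and antigen presentation genes had -0.13 over 13 (adjusted p = 0.0125 from camera for each, and 0.241, 0.629 and 0.241 in this order with an estimated correlation). Hypoxia and glycolysis genes had 0.17 over 22 (adjusted p = 0.0246 from camera, and 0.649 with an estimated correlation), among them lactate dehydrogenase (Ldha) at 0.59. When single lungs were left out, the type II cell and erythroid calls were lost for F, G or O, the interferon call for F, G, O or P and the hypoxia call for F, H, N or O. Over all 22 alternatives tried, the erythroid call was lost in 12, the hypoxia call in 11 and the type II cell and interferon calls in 6 each. The medians kept their sign but moved, between 0.11 and 0.48 for erythroid and 0.06 and 0.29 for hypoxia genes. They lay between 0.07 and 0.24 for type II cell, -0.18 and -0.05 for interferon and 0.07 and 0.22 for ribosomal protein genes. With an estimated correlation none of the 7 lists called at term passed, the immediate early genes being the seventh, and fry called none, with a lowest adjusted p of 0.0756. Glucocorticoid response genes had a median of -0.13 over 20 genes (adjusted p = 0.0502 from camera), with the kinase Sgk1 at 393 ± 64.0 (SD, n = 3) in (-/-) and 960 ± 573 (SD, n = 3) in (+/+) lungs. The adjusted p of the lists not yet named lay between 0.351 and 0.855.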

Changes in gene expression between T1α(-/-) and T1α(+/+) lungs either at E18.5 or at term are significant (p ≤ 0.05; not corrected for multiple comparisons) but moderate, considering the major morphological changes observed in the absence of T1α. 

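For the probe sets of Table S3, the mean signals of (-/-) and (+/+) lungs at E18.5 differed by a median of 1.46-fold, with 130 higher and 110 lower in (-/-) lungs and 105 over 1.5-fold. For those of Table S4 at term the median was 1.37-fold, with 19 higher, 31 lower and 15 over 1.5-fold. The filter on low signals kept 216 probe sets of Table S3, and 125 of these had an unadjusted p under 0.05 from limma and 1, T1α, an adjusted p under 0.05. It kept 35 of Table S4, 10 of them with an unadjusted and none with an adjusted p under 0.05 from limma, and none after Benjamini-Hochberg adjustment of the methods' t-test. Among the genes lower at term, Egr1 had a mean signal in (-/-) lungs of 0.281 of that in (+/+) lungs and Cyr61 of 0.363. T1α had 0.123 at E18.5 and 0.139 at term. Its mean signals in (-/-) lungs lay below the filter on low signals. Bacterial controls with no transcript added averaged 8.52 ± 2.33 on the E18.5 and 5.31 ± 1.07 on the term (-/-) arrays, so the size of these T1α ratios is uncertain.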

We previously showed that the absence of T1α alters differentiation of type I epithelial cells but does not appear to affect other cell types of the distal lung at term, such as type II cells or endothelial cells [11]. Also, a similar proportion of epithelial to mesenchymal cells in T1α(-/-) and (+/+) lungs is suggested by unchanged levels of expression of the epithelial markers cytokeratin 8 and 18 and the mesenchymal marker collagen 1α1 at E18.5 and term (Figure S1, Additional file 1). Thus, molecular changes in an epithelial cell population that accounts for ~10% of the cells of the lung are likely to provide minimal signals when analyzed in the context of total lung mRNAs or proteins. These small but statistically significant changes are likely to be biologically relevant. Likewise, the molecular alterations in the absence of T1α could be at the post-transcriptional level.

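Cytokeratin 8 (Krt8, 101009_at) is a filament protein of simple epithelia. Its signal at E18.5 was 794 ± 190 (SD, n = 5) in (-/-) and 748 ± 327 (SD, n = 5) in (+/+) lungs, a log2 fold change of 0.14 (standard error 0.26, adjusted p = 0.963 from limma), and (+/+) replicate K stood apart at 1313. At term it was 784 ± 303 (SD, n = 3) and 712 ± 153 (SD, n = 3). Cytokeratin 18 (Krt18, 94270_at), its partner in the filament, measured 503 ± 137 and 420 ± 186 at E18.5, a log2 fold change of 0.31 (adjusted p = 0.893 from limma), and 765 ± 284 and 769 ± 270 at term. A second cytokeratin 18 probe set, 162191_at, had mean signals of 3.58 and 4.92 at E18.5 and was not tested. Collagen 1α1 (Col1a1) of the mesenchyme measured 495 ± 96.3 and 645 ± 235 on probe set 103709_at at E18.5 and 1434 ± 194 and 1263 ± 402 on 94305_at, log2 fold changes of -0.29 and 0.23 (adjusted p = 0.911 and 0.913 from limma). At term these probe sets gave 493 ± 31.1 and 492 ± 91.1, and 934 ± 234 and 933 ± 48.5. The exact permutation p of these genes lay between 0.357 and 1. Over the general epithelial markers the median log2 fold change was 0.13 at E18.5 (15 genes, adjusted p = 0.412 from camera) and -0.01 at term (16 genes). Over the mesenchymal and matrix genes it was 0.05 at E18.5 (34 genes, adjusted p = 0.851 from camera) and -0.05 at term (31 genes). The value near 0 of the epithelial markers at term and that of the mesenchymal genes at E18.5 changed sign when the arrays were scaled in other ways.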

We evaluated by real time RT-PCR (QRT-PCR) changes in expression of selected genes identified by the microarray analyses (Figure 4). We confirmed the trend in expression observed in the microarrays for several genes, making them good candidates for further studies. Many of the genes have been previously described in the lung (see references for Tables 1 and 2, Additional file 2, or the UniGene database,[19]), and are therefore potentially involved in the formation of functional alveolar sacs.

**Figure 4:**
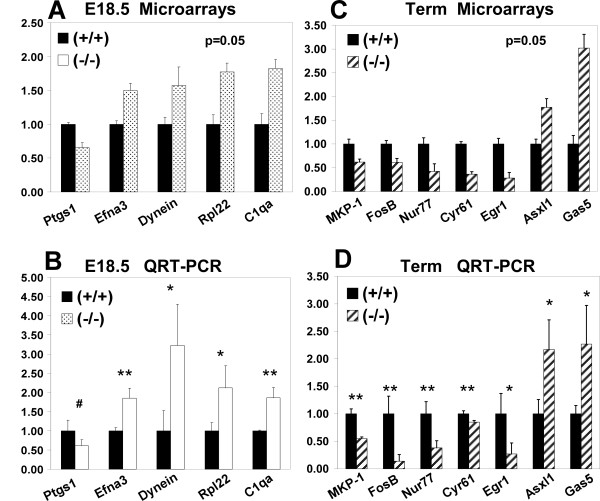
**Real time RT-PCR validation of selected genes identified by microarray analyses in E18.5 and term T1α null lungs**. **A**. Expression levels obtained by microarray analysis of RNA from E18.5 wild type (+/+) lungs (relative value = 1, black bars) compared to E18.5 T1α (-/-) lungs (fold change relative to wild type, dotted bars) (n = 5). **B**. Real time RT-PCR validation of the genes depicted in A (n = 3-6). **C**. Expression levels obtained in the microarray analysis of RNA from term wild type (+/+) lungs (relative value = 1, black bars) compared to term T1α (-/-) lungs (fold change relative to wild type, hatched bars) (n = 3). **D**. Real time RT-PCR validation of the genes depicted in C. Data is normalized to actin expression level. (n = 3-6). Error bars represent standard error of the mean. (*) indicates p ≤ 0.05; (**) indicates p ≤ 0.01; (#) indicates p = 0.056.

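C1qa and Rpl22, both of Table 1, had higher signals in (-/-) lungs at E18.5. C1qa, a subunit of complement C1q made by macrophages, measured 200.2 ± 32.2 (SD, n = 5) in (-/-) and 110 ± 37.8 (SD, n = 5) in (+/+) lungs, a log2 fold change of 0.83 (standard error 0.22, adjusted p = 0.634 from limma). Every (-/-) lung lay above every (+/+) lung (exact permutation p = 0.00794). The ribosomal protein Rpl22 measured 188 ± 30.7 and 106 ± 33.1, a log2 fold change of 0.77 (standard error 0.21, adjusted p = 0.634 from limma). At term neither difference passed the test, with log2 fold changes of 0.54 for C1qa and 0.29 for Rpl22 over 3 arrays of each genotype.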

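Asxl1 regulates chromatin as a member of the Polycomb and trithorax groups. At term its probe set (104246_at) measured 182 ± 32.5 (SD, n = 3) in (-/-) and 103 ± 18.0 (SD, n = 3) in (+/+) lungs, a log2 fold change of 0.74 (standard error 0.23, adjusted p = 1.00 from limma). At E18.5 it measured 109 ± 14.0 (SD, n = 5) and 156 ± 46.1 (SD, n = 5), a log2 fold change of -0.43. The difference between the genotype effects at the 2 times was 1.17 for Asxl1 and did not pass the adjusted test. Gas5 had signals of 26.8 ± 8.68 in (-/-) and 11.7 ± 9.32 in (+/+) lungs at E18.5, below the filter on low signals (exact permutation p = 0.0476).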

At E18.5 we identified genes that are involved in cell-cell interaction, cell motility, prostaglandin metabolism, and signal transduction (Table 1). One of the genes involved in cell-cell interaction and cell motility is ephrinA3, which is up regulated at the mRNA and protein level (Figures 4A,B and 5A). 

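EphrinA3 (Efna3, 100289_at) is a ligand of Eph receptors that is anchored to the cell surface. Its signal at E18.5 was 407 ± 64.9 (SD, n = 5) in (-/-) and 272 ± 30.3 (SD, n = 5) in (+/+) lungs, a log2 fold change of 0.55 (standard error 0.18, adjusted p = 0.858 from limma). The genotypes did not overlap (exact permutation p = 0.00794). At term it was 275 ± 33.5 (SD, n = 3) and 283 ± 62.8 (SD, n = 3), a log2 fold change of -0.02. The term effect minus the E18.5 effect was -0.57 and did not pass the adjusted test.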

Another member of the ephrin family, ephrin B2, is down regulated (Table 1). 

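Ephrin B2 (Efnb2, 160857_at), a transmembrane ligand that marks arterial endothelium, measured 90.3 ± 30.9 (SD, n = 5) in (-/-) and 147 ± 21.8 (SD, n = 5) in (+/+) lungs at E18.5. This is a log2 fold change of -0.66 (standard error 0.22, adjusted p = 0.858 from limma; exact permutation p = 0.0159). At term it measured 287 ± 21.7 and 336 ± 74.5 (SD, n = 3 each), a log2 fold change of -0.20. From E18.5 to term ephrin B2 rose in lungs of both genotypes, by 1.10 on the log2 scale in (+/+) and 1.56 in (-/-) lungs (adjusted p = 0.00684 and 0.00132 from limma).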

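The intermediate chain Dync1i1 (103809_r_at) links the cytoplasmic dynein motor to its cargo. At E18.5 it measured 226 ± 38.5 (SD, n = 5) in (-/-) and 143 ± 32.8 (SD, n = 5) in (+/+) lungs, a log2 fold change of 0.61 (standard error 0.20, adjusted p = 0.858 from limma; exact permutation p = 0.0159). In term lungs it measured 116 ± 27.2 and 135 ± 8.64 (SD, n = 3 each), a log2 fold change of -0.20.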

Cytoplasmic dynein, a motor protein involved in microtubule-mediated forward cell migration [20], is up regulated in the absence of T1α (Figure 4A,B). Genes involved in cell adhesion are also altered, such as the extracellular matrix protein βig-h3, and VCAM1 (Table 1). 

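βig-h3 (Tgfbi, 92877_at), a matrix protein induced by TGF-β, measured 128 ± 30.1 (SD, n = 5) in (-/-) and 192 ± 20.7 (SD, n = 5) in (+/+) lungs at E18.5, a log2 fold change of -0.55 (standard error 0.19, adjusted p = 0.858 from limma; exact permutation p = 0.0159). VCAM1 (92558_at), an adhesion receptor for leukocytes on endothelium, measured 81.1 ± 23.1 and 123 ± 27.7, a log2 fold change of -0.53 (standard error 0.21, adjusted p = 0.858 from limma; exact permutation p = 0.0317). At term, log2 fold changes were -0.07 for βig-h3 and 0.20 for VCAM1, and neither passed the test.

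**Figure D1:**
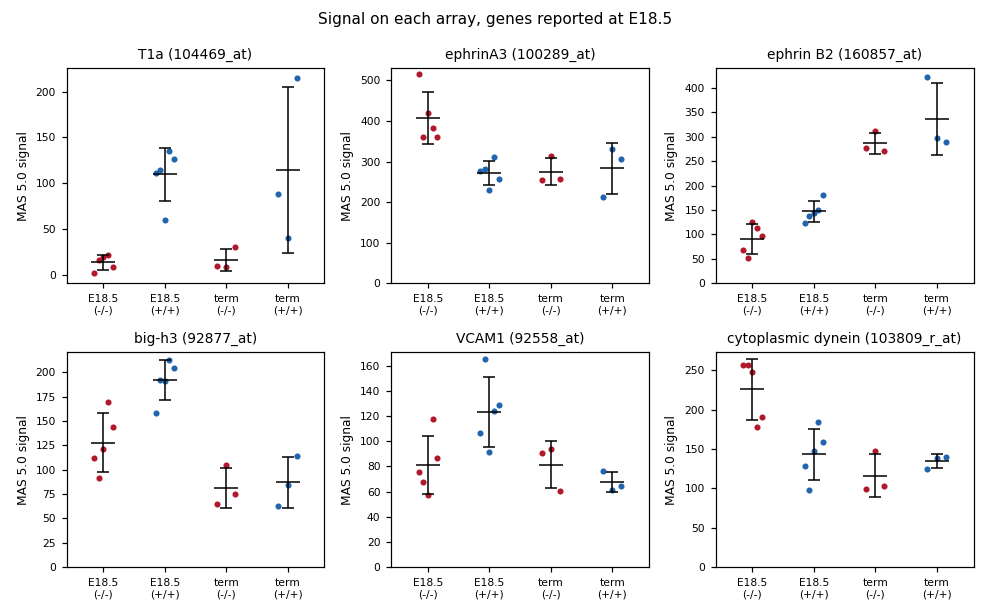
MAS 5.0 signal (arbitrary units) of 6 genes on each array, in (-/-) lungs (red) and (+/+) lungs (blue) at E18.5 (n = 5 each) and at term (n = 3 each), with bars at the mean and whiskers of ± 1 SD. At E18.5 the T1α signals of the genotypes do not overlap, from 1.4 to 21.2 against 60.2 to 135.5, while those of ephrin B2, βig-h3, VCAM1 and dynein overlap.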

Ptgs1 (prostaglandin synthase 1; Cox-1) mRNA and protein expression levels are reduced in the absence of T1α (Table 1, and Figure 5B). 

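Ptgs1 was measured with the probe set 95597_at, which Table S3 pairs with this gene. At E18.5 its signal was 51.7 ± 13.3 (SD, n = 5) in (-/-) and 79.2 ± 4.10 (SD, n = 5) in (+/+) lungs, a log2 fold change of -0.51 (standard error 0.20, adjusted p = 0.858 from limma). Every (-/-) lung lay below every (+/+) lung (exact permutation p = 0.00794). At term the signals were 94.2 ± 15.6 and 93.6 ± 31.4 (SD, n = 3 each), a log2 fold change of 0.04.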

Overall these changes in gene expression suggest that a different reorganization of the cellular structure is taking place in (-/-) lungs compared to wild type at E18.5.

**Figure 5:**
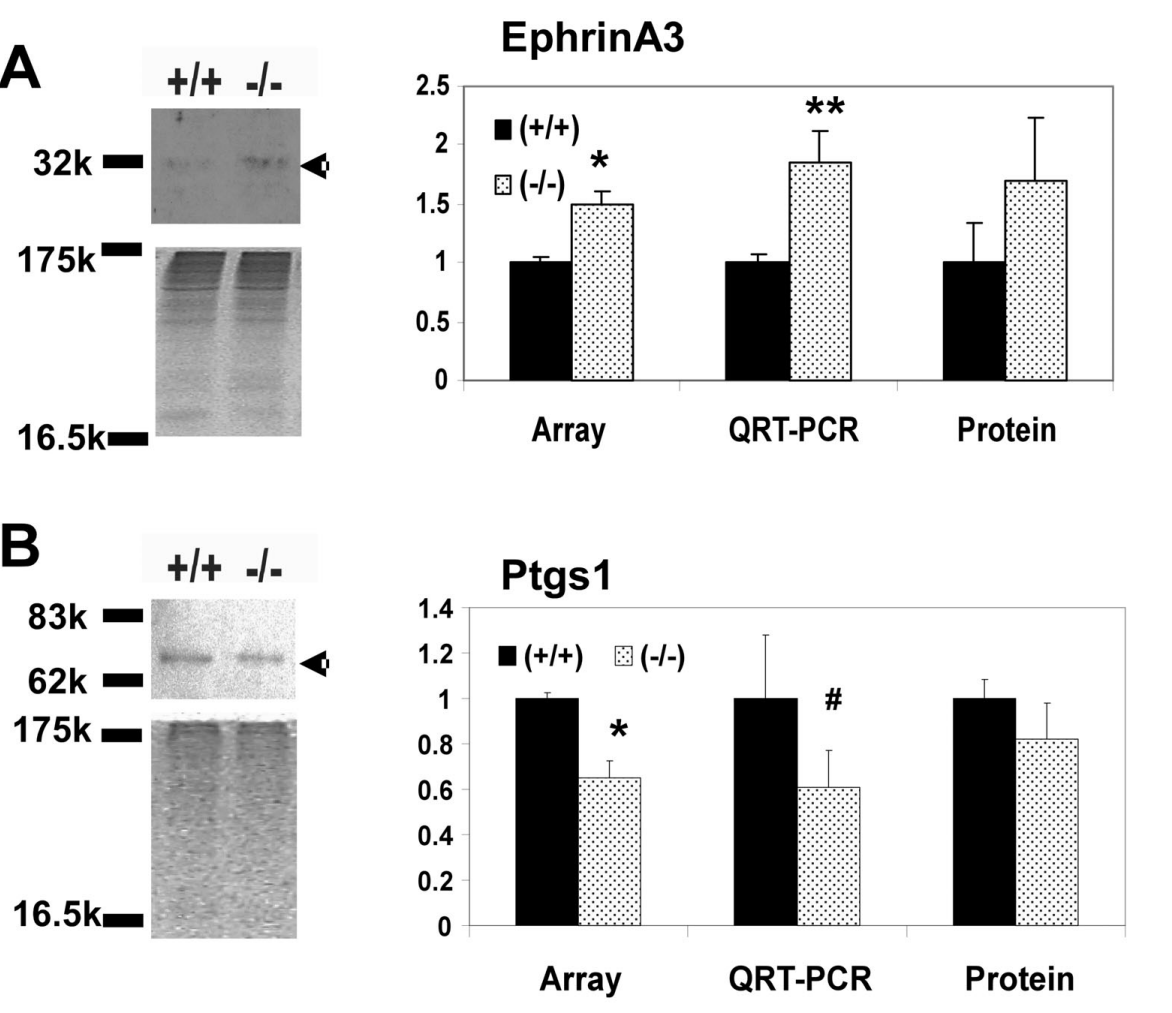
**Comparative expression analyses of mRNA and protein levels of EphrinA3 and Ptgs1**. Representative western blot and densitometry analysis of (A) EphrinA3 and (B) Ptgs 1 expression in total lung protein extracts (50 μg) at E18.5. Protein expression data are compared to the respective mRNA level determined by microarrays and QRT-PCR. Western blot data were normalized to the densitometry value of the Coomasie blue stained gels and total protein loaded. (+/+) indicates wild type, and (-/-) null genotypes respectively. n = 5 (E18.5) or 3 (term) for microarrays, n = 3 for QRT-PCR, and for western blot analyses for each genotype. Error bars represent standard error of the mean. (*) indicates p ≤ 0.05, (**) indicates p ≤ 0.01, (#) indicates p = 0.056.

At term, expression of several genes involved in regulation of cell proliferation is altered (Table 2). Among these, the early response genes FosB, Egr1, MPK-1 and Nur77 are down regulated (Figure 4C,D).

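Egr1 (98579_at), a zinc finger transcription factor induced within minutes of a stimulus, measured 63.7 ± 46.3 (SD, n = 3) in (-/-) and 226.5 ± 46.1 (SD, n = 3) in (+/+) lungs at term, a log2 fold change of -1.74 (standard error 0.36, adjusted p = 1.00 from limma). Nur77 (Nr4a1, 102371_at), an orphan nuclear receptor, measured 365 ± 236 and 862 ± 194, a log2 fold change of -1.41 (standard error 0.46). FosB (103990_at), a subunit of the transcription factor AP-1, measured 111 ± 25.0 and 181 ± 22.6, a log2 fold change of -0.64 (standard error 0.23). MKP-1 (Dusp1, 104598_at), a phosphatase of MAP kinases, measured 1279 ± 223 and 2071 ± 364, a log2 fold change of -0.69 (standard error 0.25). For each of these 4 genes the genotypes did not overlap, which chance gives in 10% of comparisons of 3 arrays with 3 (exact permutation p = 0.1). None passed the adjusted test of limma over all probe sets.

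**Figure D2:**
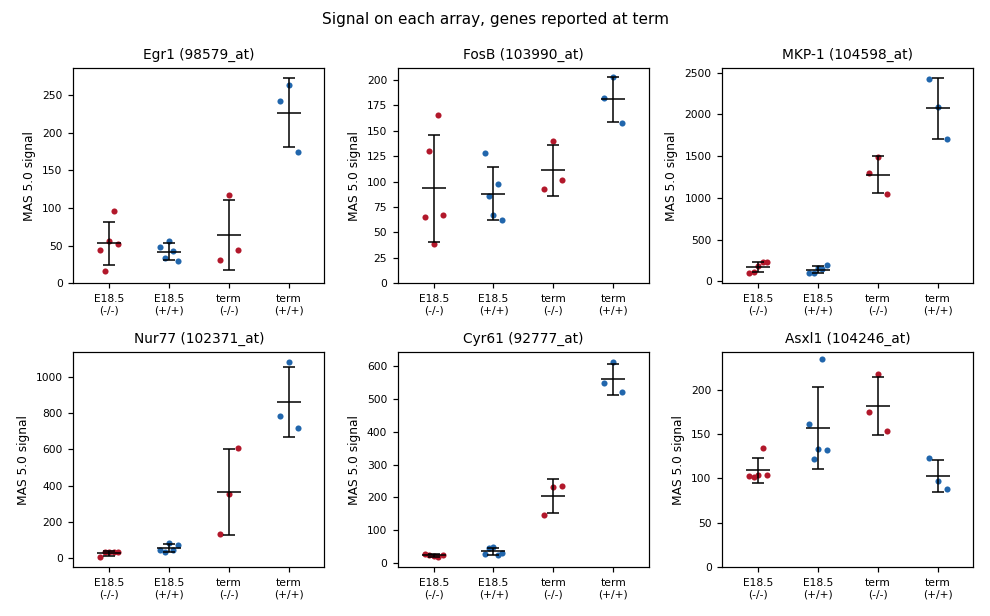
MAS 5.0 signal (arbitrary units) of 6 genes on each array, in (-/-) lungs (red) and (+/+) lungs (blue) at E18.5 (n = 5 each) and at term (n = 3 each), with bars at the mean and whiskers of ± 1 SD. At term Egr1, FosB, MKP-1, Nur77 and Cyr61 are lower on every (-/-) array than on every (+/+) array, and Asxl1 is higher.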

Some genes tested by QRT-PCR showed a variable level of expression in different T1α(-/-) lungs, such as Sp1 and Rb (data not shown). This is likely due to differences in the penetrance of the phenotype [11] within independent samples isolated in different experiments. 

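Cyr61 (Ccn1, 92777_at) encodes a matrix protein that binds integrins. At term it measured 204 ± 51.1 (SD, n = 3) in (-/-) and 561 ± 47.8 (SD, n = 3) in (+/+) lungs, a log2 fold change of -1.42 (standard error 0.26, adjusted p = 0.856 from limma). The genotypes did not overlap (exact permutation p = 0.1). When adjusted over the list of immediate early genes alone, Cyr61 passed (adjusted p = 0.00814 from limma), but the list holds genes that the study picked from these arrays, so this is not independent evidence.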

The down-regulation of the expression of Cyr61 mRNA observed in the microarray analysis was not validated by other methods and Cyr61 protein level is significantly up-regulated in the absence of T1α (data not shown). This finding underscores the fact that changes in mRNA levels do not always correlate with changes in protein expression.

## Discussion

We have used the T1α knock-out mouse lung as a model of failed alveolar sacculation to begin to discover what genes are involved in the regulation of this critical morphogenetic event before birth. We previously reported that at term, lungs of the T1α knockout mouse display a severe phenotype [11], with airspaces that are small and often tortuous. The small airspaces cannot be expanded under positive pressure, indicating that the peripheral lung surface area is underdeveloped. Despite this dramatic phenotype, the null lungs at term have many normal features, including a normal number of type II alveolar epithelial cells, normal expression levels of surfactant protein mRNAs (SP-A, -B, -C, and -D), of a bronchiolar cell marker (CCSP), and of selected growth factors including FGF7 and FGF10 [11]. Of the genes tested, only aquaporin 5, another type I cell membrane protein, is reduced at both the mRNA and protein level. PCNA protein, a marker of post-proliferative cells, is increased at birth as was expected given the hyperproliferative phenotype of the term animals.

Several other genetically altered animals have shown a failure of sacculation resulting in lung histology that resembles the T1α deficient mice. The genes targeted in these animals therefore become candidates for key players in the process of sacculation. These include the transcription factors Sp3 [6] and NF1B [21], hormones and hormone receptors CRH [5] and GR [4], and inhibitors of the cell cycle p21/p57 (double p21(+/-)p57(+/-) mice) [7]. Mice deficient in these genes show failed sacculation at term, respiratory distress at birth, and usually neonatal death, while maintaining many normal features of the peripheral lung. The targeted genes that result in dysmorphic sacculation encode proteins of different functional categories, such as transcription factors or membrane receptors. It is noteworthy that null mutations of two important alveolar epithelial proteins, T1α and gp330/megalin [8,11], expressed in the apical membranes of type I and type II cells respectively, disrupt sacculation. T1α loss inhibits formation of expanded saccules, while loss of gp330/megalin results in abnormally enlarged saccules with cystic or emphysematous-like features [8].

While the identity of the genes knocked-out in the above animals is obviously known, none of these models of altered sacculation has been explored in detail to define the molecular pathways that lead to their phenotype. T1α, Sp3, GR, CRH, and megalin, for example, are all expressed early in lung embryogenesis and in the lung thereafter [14,22-25]. In those knock-outs there is considerable uncertainty about the timing of molecular events that, in the end, affect sacculation. One could envision that the accumulation of small molecular anomalies over time might block a major morphogenetic event. To address this question, we show here that the global gene expression patterns of T1α null lungs at gestational day 18.5 and term differ both from controls and from each other.

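From E18.5 to term, 1140 of 6145 probe sets changed in (+/+) lungs at an adjusted p under 0.05 from limma, 649 higher and 491 lower at term. In (-/-) lungs 1655 of 6193 changed, 852 higher and 803 lower. The transcription factor Fos had the largest rise in (+/+) lungs, from 58.6 ± 22.1 (SD, n = 5) to 2337 ± 132 (SD, n = 3), or 5.03 on the log2 scale (standard error 0.28, adjusted p = 3.46e-08 from limma), and rose by 3.41 in (-/-) lungs. Lungs of both genotypes also had higher MKP-1 at term, by 3.76 in (+/+) and 2.84 in (-/-). The growth factor midkine (Mdk) had a log2 fold change of -2.30 in (+/+) and -1.85 in (-/-) lungs, and the replication factor Mcm5 -2.01 and -1.83. Genes of cell proliferation fell as a list in both, with medians of -1.35 and -0.87 (adjusted p = 5.61e-12 and 7.29e-07 from camera), calls that did not hold with an estimated correlation. With the Xist signal as a covariate the count was 183 in (+/+) lungs and 1606 in (-/-) lungs. The 3 term (+/+) arrays had Xist signals of 6.7 to 10.2 against 14.3 to 80 at E18.5. Xist thus goes with time in (+/+) lungs, so the lower count cannot tell an effect of sex from this overlap. At an unadjusted p under 0.05, 1237 probe sets remained with the covariate, where 307 are due by chance. Sex may still be part of the difference in (+/+) lungs. No batch is given for the arrays, so a batch that goes with time cannot be told from development in either genotype. The genotype effects at the 2 times were compared in 1 fit of all 16 arrays. None of 6458 probe sets had an effect at term that differed from that at E18.5 at an adjusted p under 0.05 from limma. At an unadjusted p under 0.05, 95 did, where 323 are due by chance. That unadjusted count lay between 68 and 156 when each array was left out, and was 272 with array quality weights. These counts too were below those due by chance. Across 5304 probe sets tested at both times, which are not independent replicates, the log2 fold changes between genotypes had a Pearson's r of 0.16 and a Spearman's rho of 0.18. Of these 5304 probe sets, 56.4% had the same direction at both times. Among the probe sets of Table S3, 135 of 240 had the same direction at term. Without term (+/+) replicate N the count of changed probe sets in (+/+) lungs was 334 and without O it was 583, and without term (-/-) replicate F the count in (-/-) lungs was 897 and without G it was 1101.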

Comparison of microarray analyses of T1α-null and wild-type lungs on day 18.5 shows changes in expression of genes in several functional categories including transcription factors, cell-cell interaction, enzymes, channels, and others, that are reflected in overrepresentation of several biological processes including vasculogenesis, protein targeting, protein, metabolism, and mitosis. Among the cell-cell interaction genes ephrinA3 is significantly up-regulated in lungs showing narrow alveolar saccules. Ephrins are surface bound proteins that interact with eph tyrosine kinase receptors at sites of cell-cell interactions. The bidirectional signaling generated by this interaction regulates intercellular adhesion, cell shape and cell motility [26]. Ephrins, semaphorins, netrins and slit protein families generate molecular cues to guide cell movement and tissue morphogenesis [[27] and references therein].

Semaphorins, netrins and slit proteins appear to participate in early lung branching morphogenesis. In contrast there is sparse information about the role of ephrins in the lung. Several ephrinAs and ephA receptors are expressed in adult lung suggesting that they can also participate in cell-cell interaction in this organ. In particular ephrinA3 is highly up-regulated in squamous lung cell carcinomas [28]. The role of EphrinAs has been mostly studied in neurons and vascular formation [29,30] but it is possible that increased ephrinA3 in T1α(-/-) lungs alters the motility and/or shape of distal lung cells resulting in abnormal alveolar sac morphogenesis, a possibility that will require further evaluation.

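Among 24 genes of ephrins, Eph receptors, semaphorins, netrins and slits tested at E18.5, the median log2 fold change between (-/-) and (+/+) lungs was 0.12 (adjusted p = 0.851 from camera). EphrinA3 was the 1 member higher in (-/-) lungs at an unadjusted p under 0.05, and 4 were lower, among them ephrin B2, the semaphorin receptor Plxna2 at -0.71 and the semaphorin Sema4b at -0.59. None passed when adjusted over the list alone. At term the median was 0.02 over 21 genes tested (adjusted p = 0.669 from camera). The paper proposes, as a possibility that needs further evaluation, that the higher ephrinA3 alters the movement or shape of distal lung cells.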

Several types of enzymes such as peptidases, ligases, and others are affected at E18.5. One enzyme of particular interest is Ptgs 1 (Cox-1) that is decreased in T1α knockout lungs. 

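Over 10 prostaglandin metabolism genes tested at E18.5, the median log2 fold change was 0.23 (adjusted p = 0.196 from camera). The phospholipase Pla2g1b, at 781 ± 137 (SD, n = 5) in (-/-) and 547 ± 169 (SD, n = 5) in (+/+) lungs, was the 1 member with an unadjusted p under 0.05 from limma, at 0.54, and the prostacyclin synthase Ptgis had 0.34. Ptgs1, named through Table S3 alone, is not among the 10. At term the median was 0.07 over 10 genes (adjusted p = 0.794 from camera).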

Ptgs1 catalyzes the production of PGE2 that is the major prostaglandin species produced in the lung. PGE2 is known to be a negative regulator of lung fibroblast proliferation in adult rodents. While many lung cells can produce PGE2, murine alveolar epithelial cells are immunoreactive for COX-1 protein and adult alveolar type II epithelial cells have been directly shown to produce PGE2. Although the pattern of expression of Ptgs1 in mouse fetal lung is not known [31], decreased epithelial-derived prostaglandins due to a near absence of flattened type I cells, might affect mesenchymal cells in term T1α(-/-) lungs [32,33].

Biochemical data at term show that PCNA levels are higher and p21 levels are lower than normal in T1α(-/-) lungs. Microarray analyses of term T1α(-/-) lungs identify additional genes likely involved in the hyperproliferation phenotype of the term peripheral lung, such as FosB, Egr1, MKP-1 and Nur77. These immediate early genes are significantly down regulated. 

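Of the 28 immediate early genes tested at term, 23 had a negative log2 fold change in (-/-) lungs, with a median of -0.40 (adjusted p = 8.13e-16 from camera, and 0.241 with an estimated correlation). At an unadjusted p under 0.05, 6 were lower and none was higher, and Cyr61 and Egr1 passed when adjusted over the list alone (adjusted p = 0.0107 from limma for Egr1). The list holds Egr1, Cyr61, FosB, MKP-1 and Nur77, which the paper reports as lower at term from these arrays. The list call and the results of Cyr61 and Egr1 are thus not independent evidence. Besides the genes named by the paper, the AP-1 subunit Fos measured 892 ± 673 (SD, n = 3) in (-/-) lungs against 2337 ± 132 (SD, n = 3) in (+/+) lungs, a log2 fold change of -1.66 (standard error 0.47, adjusted p = 1.00 from limma). Junb had -1.02, the transcription factor Klf4 -0.80 and the growth factor Ccn2 -0.76. When each term array was left out in turn, the median lay between -0.59 and -0.30 and the call was kept. From the lower signals of FosB, Egr1, MKP-1 and Nur77 at term, the paper proposes that these genes are likely involved in the excess proliferation of the term lung.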

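At E18.5 FosB measured 93.3 ± 52.6 (SD, n = 5) in (-/-) and 88.1 ± 26.3 (SD, n = 5) in (+/+) lungs, a log2 fold change of -0.03 (exact permutation p = 0.952), and MKP-1 173 ± 63.3 and 141 ± 44.0, a log2 fold change of 0.23 (exact permutation p = 0.429). Egr1 measured 53.0 ± 28.7 and 41.8 ± 10.9 (exact permutation p = 0.595), below the filter on low signals. Nur77, also below the filter, measured 27.5 ± 13.6 in (-/-) and 54.7 ± 21.7 in (+/+) lungs (exact permutation p = 0.0397), and (-/-) replicate A had 3.4 where the others had 31.3 to 36. Cyr61 was below the filter as well, with a mean signal in (-/-) lungs of 0.652 of that in (+/+) lungs (exact permutation p = 0.0317). The genotype effect at term minus that at E18.5 was -1.91 for Egr1, -1.04 for Cyr61, -0.92 for MKP-1, -0.68 for Nur77 and -0.61 for FosB, each with an adjusted p of 1.00 from limma. Over the list alone, Egr1 and Cyr61 passed (adjusted p = 0.0235 and 0.0407 from limma). The paper already lists both as lower at term on these arrays, so this is not independent evidence.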

Changes in the expression of these genes were not observed at day 18.5. FosB belongs to the Ap-1 family of proteins regulated after mitogenic stimulation. c-jun/fosB dimers inhibit cell proliferation through binding to the Rb promoter [34]. Egr1 is a transcription factor responsive to a variety of stress and mitogenic signals that inhibits proliferation by activation of p21 [35,36].  Reduced expression of Egr1 in T1α (-/-) lungs may be involved in the down regulation of p21 transcription observed at term. The transcription factor Nur77 (NGFI-B) is an orphan nuclear receptor that modulates the retinoic acid signaling [37]. MKP-1 is a member of the dual specificity protein phosphatases that inhibits G1 progression in response to growth factors. Decreases in MKP-1 have been associated with increased proliferation [38]. MKP-1 transcription is up regulated by glucocorticoids through the GR receptor [39]. The similar phenotype of GR null lungs and T1α null lungs suggests that MKP-1 could be a common gene altered in these two mutant mice that regulates distal lung differentiation. Although all these changes point to possible abnormalities in cell cycle regulation, exactly how this might work and what the relationship between excess cell division and failure of sacculation is, remain unclear. Based on studies of other cells, decreased p21 would be expected to result in increased cell proliferation in the affected cell population(s). However because the net effects on cell cycle regulation are likely complex and dependent on the context of the affected cells it will be important in future studies to determine which lung cell types show alterations in proliferation related genes. It is possible that proliferation is repressed in some cell types while others are hyperproliferative, and are PCNA positive. An important site of decreased p21 expression is likely the type II cell which, in the T1α knock-out mouse, continues to express PCNA inappropriately near term. Although the sites of p21 expression are not well mapped in the fetal mouse lung, p21 and pro-SP-B proteins colocalize in newborn baboon lung under some conditions [40], and p21 mRNA is expressed in peripheral lung of fetal mice as shown by in situ hybridization [7]. If nascent type I cells are derived from post-mitotic type II cells, withdrawal from the cell cycle may be required before type I characteristics, including the distinctive morphology, can be expressed. This alone might affect sacculation. This possibility is consistent with the failed sacculation, neonatal respiratory death, and normal levels of surfactant proteins and CCSP in the double p21(-/-)p57(+/-) knockout mouse [7].

We have hypothesized that changes in gene expression might be few and of small magnitude based on previous northern analyses of null lungs at term [11]. Given the striking phenotype of the term lung, the relatively small change in many of the affected genes identified by microarray analysis, often between 1.5 and 2 fold, is notable. Many of these changes are highly significant, however, and are included in our assembled data because of the low variance between samples. Although a >twofold difference has been conventional in considering genes as functionally important, a number of previous studies have also opted to use lower cut-off levels (1.2–1.5) [41-43] when the changes are highly significant. In the T1α null lung this issue may relate in part to the fact that the type I cell comprises only about 10% of total lung cells; thus even large fold changes in genes expressed by type I cell precursors could be masked by lack of change of the same gene in other cell populations. In this regard it would have been useful to determine the fold changes in Aqp-5 mRNA by microarray because it is expressed only in type I cells in the peripheral lung; however Aqp-5 mRNA is not represented on the arrays we used.

## Conclusion

This global analysis of gene expression has identified a number of candidate genes that are significantly altered in lungs in which sacculation is diminished and has linked abnormal sacculation to alterations in the expression of cell cycle regulators. Some of these genes may be involved in the regulation of sacculation per se while others may be expressed as a consequence of failed sacculation. Our future studies will be directed towards further characterization of expression patterns genes identified, such as ephrinA3, Ptgs1 and the cell cycle regulators, as preliminary to test their functions in the sacculation process.

## Methods

### Animals

Generation of T1α null mutant [T1α(-/-)] mice was described previously [11]. T1α heterozygous [T1α(+/-)] mice were bred to generate timed pregnancies. The presence of a vaginal plug at noon was considered day 0.5 of pregnancy (E0.5). Fetuses were collected at E11.5, E15.5, E18.5 and E19.5. Term animals were obtained within 10 min of normal delivery. Mice were euthanized following IACUC-Boston University Medical Center approved procedures. Genomic DNA purified from a small piece of tail tissue was used to genotype the animals by PCR. Briefly, the targeting vector and/or endogenous T1α were detected using the following conditions: we amplified ~450 bp of the T1α promoter, absent in the targeted allele, using genomic DNA, Taq polymerase (QIAGEN, Inc., Valencia, CA), solution Q, 200 nM dNTPs, 94°C, 1 min; 50°C, 1 min; 72°C 2 min; 30 cycles; forward oligonucleotide (F) TGAATGAATGTAGGAGCGAGCTG; reverse oligonucleotide (R) TTAGGCTCTGAACCCACAATGG. We also amplified ~750 bp of the targeting sequence containing part of the 5' arm of homology and of the neo sequence using the same genomic DNA, Taq polymerase (QIAGEN), 1 mM MgCl_2_, 600 nM dNTPs, 94°C, 1 min; 60°C, 1 min; 72°C, 2 min; 30 cycles; forward oligonucleotide CCTTCTTGACGAGTTCTTCTGAGG; reverse oligonucleotide GGTCTTATCAGTTAGCTTGTGG.

### Histology and immunohistochemistry

E11.5 whole embryos or E15.5, 18.5, 19.5 and P1 dissected lungs were fixed in 4% paraformaldehyde/PBS pH 7.4 solution and embedded in paraffin as described previously [14]. Sections of T1α(+/+) and (-/-) lungs (6 μm) were stained with H&E to evaluate morphological changes in the absence of T1α as described previously [11]. T1α immunohistochemistry was performed as described by Kotton et al [44]. Briefly, antigen retrieval was performed by heating sections to 90°C in a citric acid buffer (antigen retrieval solution; Vector Laboratories) for 20 minutes, slowly cooling to room temperature, and prior to quenching. Sections were blocked with 1% goat serum in PBS (60 minutes), incubated overnight (4°C) with a monoclonal hamster anti-mouse T1α antibody (Developmental Studies Hybridoma Bank, University of Iowa, Hybridoma #8.1.1,[45]), and treated with HRP-labeled goat anti-hamster IgG (ICN, Costa Mesa, CA) for 30 minutes at room temperature. Signals were amplified using tyramide (TSA-Biotin System, NEN Life Science Products, Boston, MA) according to the manufacturer's protocol and exposed to diaminobenzidine for 6.5 minutes.

### RNA isolation, labeling and microarray hybridization

Total RNA from E18.5 and term T1α(+/+) and T1α(-/-) lungs was isolated (TRIzol method, Invitrogen, Carlsbad, CA), re-purified using RNeasy Mini Kit (QIAGEN), and DNase treated on column with DNA-free (Ambion, Inc., Austin TX). First and second strand syntheses were performed as recommended by Affymetrix using 8 μg total RNA as template. Biotin-labeled cRNA was generated using the ENZO BioArray High Yield RNA transcript labeling kit (Affymetrix, Santa Clara, CA). Each biotin-labeled cRNA sample (15 μg) was hybridized (16 hours at 45°C and 60 rpm) in an Affymetrix GeneChip System to the Murine Genome U74 Av2 GeneChip (Affymetrix) that contains ~12,000 sequences of the UniGene database or ESTs [46]. Confocal laser scanning was performed with a G2500A scanner (Agilent Technologies, Palo Alto, CA), to detect the streptavidin-labeled fluor.

### Microarray data acquisition

Five E18.5 T1α(+/+) lungs, five E18.5 T1α(-/-) lungs, three term T1α(+/+) lungs and three term T1α(-/-) lungs were analyzed on microarrays. A single weighted mean expression level for each gene was derived using Microarray Suite 5.0 software (MAS 5.0, Affymetrix). Using a one-sided Wilcoxon signed-rank test, the MAS 5.0 software generated a detection p-value for each gene indicating whether or not the transcript was reliably detected. Data from each array was scaled in order to normalize the results for inter-array comparisons.

To filter out arrays of poor quality, several quality control parameters on each array were assessed. We reviewed the scanned image for significant artifacts, and the presence on the array of bacterial genes spiked into the hybridization mix (bioB and bioC). Background and noise measurements were below 100 in all arrays. The average 3' to 5' ratio of the signal for GAPDH was 1.01 ± 0.15 and for β-actin was 1.63 ± 0.09 in E18.5 arrays. In term arrays, the 3' to 5' ratio for GAPDH was 1.63 ± 0.82 and for β-actin was 1.72 ± 0.54. A ratio less than 3 is considered acceptable. An average of 45.4 ± 3.8% probe sets exceeded the probe pair threshold in all arrays (called 'present'). Correlation values were calculated among arrays in the same genotype and developmental group. The average correlation values were: E18.5 T1α(-/-) (5 arrays) R^2 ^= 0.953 +/- 0.023, E18.5 T1α(+/+) (5 arrays) R^2 ^= 0.939 +/- 0.026, term T1α(-/-) (3 arrays) R^2 ^= 0.945 +/- 0.016, and term T1α(+/+) (3 arrays) R^2 ^= 0.931 +/- 0.026.

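Pearson's r between the linear signals of 2 arrays of a group averaged 0.954 ± 0.0237 (SD) over 10 pairs of E18.5 (-/-) arrays and 0.939 ± 0.0271 over 10 pairs of E18.5 (+/+) arrays. For the 3 pairs of term arrays it averaged 0.946 ± 0.0141 in (-/-) and 0.932 ± 0.0265 in (+/+) lungs. The square of r averaged 0.911, 0.882, 0.895 and 0.869 in the same order. Over all 120 pairs of arrays of any group, r averaged 0.893.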

### Microarray data analysis

Prior to performing statistical analyses, we selected genes whose median detection p value was ≤ 0.05 (called 'present') in at least one of the 2 comparative groups (+/+ or -/-). To compare T1α(-/-) lung gene expression vs. T1α(+/+) at E18.5 (n = 5 each) or at term (n = 3 each), a Student's t-test was performed with a p-value less than 0.05 considered significant (Tables S1 and S2, Additional file 3). A Mann-Whitney test [18] was also performed given that expression levels of many genes did not follow a Gaussian distribution (Tables S3 and S4, Additional file 3). Due to the limited sample size, absolute correction for multiple comparisons was not performed. The magnitude of change in gene expression was calculated as the ratio of the average (arithmetic mean) signal in (-/-) lungs divided by the average signal in (+/+) at each time point and expressed as positive fold change (genes up regulated) or negative fold change (genes down regulated). Functional classification of differentially expressed genes was derived from the Gene Ontology annotation [47], and current literature. Microarray data have been deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database [48]. GSE1363 is the GEO accession number for the series object that summarizes the experiments and provides links to all other relevant accessions [49].

Over-represented functional categories or "themes" altered in the absence of T1α at E18.5 and at term were identified using the EASE application [50]. EASE analyzes a list of Affymetrix ID numbers of the genes under study (input list) and finds over-represented biological "themes" in the list of genes, compared to the total number of genes for each biological theme in the array. The significance of each category is determined by two statistical values that are used to sort the categories, i.e. the standard Fisher exact probability, and a conservative EASE score that identifies robust categories. We considered categories with an EASE score ≤ 0.05 as over-represented.

### Real Time RT-PCR

Selected genes differentially expressed in the microarray analysis, not previously linked to alveolar sac formation, were evaluated by real time RT-PCR (QRT-PCR). E18.5 and term total RNA, treated with DNA-free DNase (Ambion), was reversed transcribed (RT) (1 μg in 25 μl) using AMV reverse transcriptase (Promega, Madison, WI). RT reactions diluted 1:32 were analyzed by QRT-PCR in an ABI 7000 instrument (Applied Biosystems, Foster City, CA). Primers were designed using PrimerExpress version 2.0 software (Applied Biosystems) or were obtained from Assays-on-Demand (Applied Biosystems). Reactions were performed in 50 μl using either TaqMan PCR universal master mix or SybrGreen PCR master mix (Applied Biosystems). For all primers and probes, optimal concentrations were found and dissociation curves were performed for primers used in SybrGreen reactions to confirm a single product. The relative concentration of RNA for each gene tested was obtained using calibration curves performed with wild type E18.5 or term total lung RNA (n = 3), respectively. Samples and calibration curves were reverse transcribed and amplified under equal conditions. E18.5 T1α (+/+), E18.5 T1α (-/-), term T1α (+/+), and term T1α (-/-) lungs were analyzed in duplicate (n = 3-6). Data were normalized to β-actin mRNA at E18.5 and at term; the level of expression of β-actin mRNA does not change between T1α(+/+) and T1α(-/-) samples at the respective time point. Oligonucleotides used in SybrGreen reactions were: Additional sex combs like (F) TCTTCCGCCATTTCATCTGA, (R) CACAACATGGACTTGGCCAA; Complement C1qa (F) GTGAAAGGCAATCCAGGCAA, (R) TGGTTGGTGAGGACCTTGTCA; Cyr61 Applied Biosystems Assays-on-Demand; Dual specificity phosphatase 1 (MKP-1) (F) ATGCTTGACACACCCACCAGT, (R) TCATACGCGCATGTCATCG; Dynein cytoplasmic (F) AAATCCACCCCAGCGTTTCTAC, (R) CCCCATTTGTTTTTGAGACGG; Early growth response 1 (F) TTTCAGCCTGAGTCCTTACCCA, (R) TGCATGGTCAGTTCCCAGAAC; Ephrin A3 (F) TGCCCCCTTCCTATGACAGAGAG, (R) GCCCAGAGAGATGTACAGTGCA; FosB (F) CGGCCTCTCCCTTTATCCTTT, (R) TGTCCCCGACAAATCCAGAA; Gas5 (F) TTCATTTGGCTGGCTTGCTT, (R) GGAATTCAAGGCCCCCAAT; Nuclear receptor subfamily 4A1/Nur77 (F) CCAGCCTGGTTTTGAGCTAAG, (R) CCATCTTCTGGAGTGAGGAGGT; OTS8/T1α (F) TGGCGTCTTGTTAGCCATTG, (R) GGCGAGACCTTCCAGAAATC; Prostaglandin-endoperoxide synthase 1 (F) CAAACCTACGTCTACGCCAA, (R) AGTCCATCTGTTCCCTCCAC; Rb1 (F) GAATTCTCAGAGATCTTGCTTCG, (R) AGTGGAGTGTCTGCAGCTTTAAG; Sp1 (F) CACCCAGTGCCAGAGACATATG, (R) CCAATTCTTCCTACCACCAAGC.

### Northern blots

Total lung RNA (10 μg) was electrophoresed, blotted and hybridized as described previously [11]. p21 probe was a gift of C. X. Deng, NIDDKD, NIH, Bethesda, MD). p27 and p57 probes were generated by RT-PCR (p27 forward oligonucleotide CGGGATATGGAAGAAGCGAGTC, reverse TTTACGTCTGGCGTCGAAGG; p57 forward oligonucleotide GCCAATGCGAACGACTTCTT, reverse AGAGTTCTTCCATCGTCCGCT). Data were normalized to β-actin [12].

### Western blots

E18.5 and term lung proteins were extracted using RIPA buffer [14]. Protein extracts (10–20 μg) were electrophoresed in a 12% SDS/polyacrylamide gel, blotted on PVDF membranes, or nitrocellulose for p57, and analyzed under similar conditions using PCNA, p21, p27, and p57 antibodies (Santa Cruz Biotechnologies, Inc., Santa Cruz, CA) as described previously [11]. EphrinA3 was analyzed in a 4% SDS/polyacrylamide gel, blotted on PVDF membranes and analyzed using ephrinA3 H-90 (1:1000) and cox-1 M-20 (1:500) antibodies (Santa Cruz Biothechnologies, Inc.). Histone H1 FL-219 (Santa Cruz), β-actin Clone AC-15 (Sigma, Saint Louis, MO) and tubulin-α (Sigma) were tested but discarded as potential controls for western blot loading because all three proteins show a higher expression in T1α(-/-) lungs compared to T1α(+/+) at term (data not shown). Therefore we used total amount of protein loaded as the normalization value, and Coomasie blue staining of the gel, where noted (n = 2-3, in triplicate).

## Authors' contributions

GM, has previously participated in the generation of the T1α null mutant mice. She obtained all the developmental lung samples for the studies and prepared samples for microarray hybridizations at the microarray core facility at Boston University. She also validated gene expression patterns by real time PCR; AH, performed histology and immunostaining analyses; JW, analyzed patterns of expression of cell cycle regulators by northern and western blot methods; AS participated in the design of the study, analyzed the microarray data, performed the statistical analyses, and provided his expertise to interpret the microarray data; MCW participated in the design of the study, in the interpretation of the data, and in the drafting of the manuscript; MIR participated in the design and coordination of the study, in the interpretation of the data, and in the drafting of the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional File 3 Supplementary Tables. Table S1. Genes dysregulated in T1α (-/-) vs. (+/+) lungs at E18.5 (p ≤ 0.05). Table S2. Genes dysregulated in T1α (-/-) vs. (+/+) lungs at term (p ≤ 0.05). Table S3. Mann-Whitney p values for genes dysregulated in E18.5 T1α (-/-) lungs compared to wild type, with Student's t test p ≤ 0.05. Table S4. Mann-Whitney p values for genes dysregulated in term T1α (-/-) lungs compared to wild type, with Student's t test p ≤ 0.05. Click here for file

Additional File 1 Figure S1. Ratios of epithelial vs. mesenchymal marker genes in T1α (+/+) and (-/-) lungs at E18.5 and term. Click here for file

Additional File 2 References in Table 1 and Table 2. The references include lung expression of specific genes. Click here for file

# Supplementary material for: Alterations in gene expression in T1α null lung: a model of deficient alveolar sac development
**Source:** BMC Dev Biol. 2006 Jul 25;6:35. doi: 10.1186/1471-213X-6-35
**Supplement:** Additional File 3 — Supplementary Tables. Table S1. Genes dysregulated in T1α (-/-) vs. (+/+) lungs at E18.5 (p ≤ 0.05). Table S2. Genes dysregulated in T1α (-/-) vs. (+/+) lungs at term (p ≤ 0.05). Table S3. Mann-Whitney p values for genes dysregulated in E18.5 T1α (-/-) lungs compared to wild type, with Student's t test p ≤ 0.05. Table S4. Mann-Whitney p values for genes dysregulated in term T1α (-/-) lungs compared to wild type, with Student's t test p ≤ 0.05.

**Table S1.** Genes dysregulated in T1  $\alpha$  (-/-) vs. (+/+) lungs at E18.5 ( $p \leq 0.05$ )

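Table S1 lists genes that differ between T1α(-/-) and T1α(+/+) lungs at E18.5, each with the mean signal of the (-/-) arrays divided by that of the (+/+) arrays, so that values under 1 stand for lower signals in (-/-) lungs. Of its 235 entries, 205 could be paired with 1 probe set of Table S3 through their accession. The ratio recomputed from the deposited signals equaled the listed one within its rounding for 203 of them. The GTPase Gem, which Table S1 holds in 2 entries, had a ratio of 0.63 (probe set 92534_at). For Table S2, at term, 44 of 50 entries were paired, and the ratio equaled the listed one within its rounding for 43. The other was MKP-1 (Dusp1), listed at 0.61 and recomputed as 0.617.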

| Gene                                  | Ratios (-/-)/(+/+) Array | Acc#     |
|---------------------------------------|--------------------------|----------|
| OTS8/T1 $\alpha$                      | 0.12                     | M73748   |
| <b>Transcription Factors</b>          |                          |          |
| Sp1                                   | 0.55                     | X60136   |
| sox11                                 | 0.61                     | AF009414 |
| transcription factor IIE 2beta        | 0.78                     | AI844392 |
| SCAN-KRAB zinc finger 1               | 0.80                     | AI852535 |
| HNF-3/forkhead homolog 8              | 1.46                     | L35949   |
| zinc finger protein 64                | 1.73                     | U49046   |
| <b>Cell cycle</b>                     |                          |          |
| exportin1/CRM1 homolog                | 0.50                     | AW123788 |
| centrin 2                             | 0.59                     | AW047001 |
| cdc2a                                 | 0.69                     | M38724   |
| zac1 zinc finger protein              | 0.69                     | X95503   |
| cdc 5-like                            | 0.70                     | AI848968 |
| cdc16                                 | 0.74                     | AW122965 |
| p53-variant                           | 1.25                     | U59758   |
| <b>Signal transduction</b>            |                          |          |
| CDC-like kinase                       | 0.47                     | M38381   |
| Sp 17                                 | 0.55                     | Z46299   |
| phosphodiesterase7A                   | 0.61                     | AI838731 |
| disintegrin metalloprotease           | 0.62                     | AJ242912 |
| GTP binding protein                   | 0.63                     | U10551   |
| dual-specificity tyrosine kinase 1a   | 0.68                     | U58497   |
| erythropoietin 4                      | 0.72                     | AW125150 |
| ramp2                                 | 1.23                     | AJ250490 |
| intersectin-EH binding protein lbp2   | 1.29                     | AF057286 |
| map2k3                                | 1.29                     | AI852636 |
| FMS-like tyrosine kinase 3            | 1.37                     | M64689   |
| ramp1                                 | 1.46                     | AJ250489 |
| PKC delta                             | 1.50                     | X60304   |
| gene rich cluster, C9 gene            | 1.60                     | AC002397 |
| signal-induced proliferation assoc. 1 | 1.72                     | D11374   |
| G protein gamma 3 linked gene         | 1.90                     | AF069954 |
| pip5k2c                               | 2.35                     | AV303514 |
| <b>Cell signalling</b>                |                          |          |
| insulin-like growth factor 1          | 0.52                     | X04480   |
| bone morphogenetic protein 5          | 0.72                     | L41145   |
| manic fringe                          | 1.21                     | AF015769 |
| dlk1-like homolog                     | 1.53                     | Z12171   |
| <b>Ion channels/Transport</b>         |                          |          |
| chloride channel regulator lcln       | 0.54                     | U72059   |

|                                    |      |          |
|------------------------------------|------|----------|
| ATP-binding cassette B7            | 0.62 | AW124239 |
| transmembrane 9 member 2           | 0.80 | AI851289 |
| 4F2/CD98 light chain               | 1.29 | AB017189 |
| solute carrier family 4 , member 2 | 1.40 | J04036   |

## Enzymes

|                                        |      |          |
|----------------------------------------|------|----------|
| YME1-like (metalloprotease)            | 0.43 | AF090430 |
| holocytochrome c synthetase            | 0.50 | AA645537 |
| cytochrome P450, 51                    | 0.55 | AW122260 |
| ring finger protein 13                 | 0.62 | AF037205 |
| Ptgs1                                  | 0.65 | M34141   |
| glycogen phosphorylase                 | 0.75 | AI846739 |
| guanylate kinase 1                     | 1.19 | U53514   |
| FK506 bp9 (isomerase)                  | 1.29 | AF090334 |
| arginosuccinate synthetase 1           | 1.30 | M31690   |
| alkaline phosphatase 2, liver          | 1.34 | J02980   |
| protective protein for b-galactosidase | 1.36 | J05261   |
| amino levulinate synthase              | 1.37 | M63245   |
| phospholipase C, beta 1                | 1.44 | U85714   |
| UDP glucuronosyltransferase            | 1.47 | U16818   |
| paraoxonase 2                          | 1.50 | L48514   |
| pyruvate carboxylase                   | 1.56 | M97957   |
| branched chain aminotransferase 2      | 1.66 | AF031467 |
| neuropsin                              | 1.74 | D30785   |
| catalase 1                             | 1.80 | AV083603 |
| thioether S-methyltransferase          | 1.99 | M88694   |
| paraoxonase 1                          | 2.00 | U32684   |

## Ubiquitination/Degradation system

|                                         |      |          |
|-----------------------------------------|------|----------|
| proteasome (macropain) alpha 2          | 0.48 | X70303   |
| tetratricopeptide repeat gene           | 0.57 | AJ002730 |
| ubiquitin-conjugatingenzyme E2 v 2      | 0.63 | AW060527 |
| ubiquitin carboxyl-terminal esterase L5 | 0.66 | AI838853 |
| cullin 3                                | 0.69 | AI840051 |
| proteasome, macropain, beta5            | 1.32 | AB003304 |
| ubiquitin-activating enzyme E1, Chr X   | 1.39 | D10576   |

## Immune system

|                              |      |          |
|------------------------------|------|----------|
| Mac-2 antigen                | 1.24 | X16834   |
| toll interacting protein     | 1.41 | AI842752 |
| TAP binding protein          | 1.43 | AI836367 |
| T-cell death associated gene | 1.54 | U44088   |
| histocompatibility 2, D1     | 1.54 | M69069   |
| complement C1q B chain       | 1.82 | M22531   |
| complement C1qa              | 1.82 | X58861   |

## Transcription/Translation/Protein synthesis

|                                           |      |          |
|-------------------------------------------|------|----------|
| polymerase (RNA) II polypeptide G         | 0.44 | AI836182 |
| eukaryotic translation initiation fac. 2A | 0.47 | AW061243 |

|                                           |      |          |
|-------------------------------------------|------|----------|
| FK506-binding protein (FKBP23)            | 0.55 | AF040252 |
| eukaryotic translation initiation fac. 1A | 0.58 | AI132207 |
| splicing factor 3a sub 1                  | 0.59 | AW120546 |
| splicing factor 3b sub 1                  | 0.67 | AI844532 |
| SAP62-AMH                                 | 1.19 | X83733   |
| tryptophanyl-tRNA synthetase              | 1.25 | AI851163 |
| GTP binding protein (GEM)                 | 1.29 | U10551   |
| polymerase (RNA) II polypeptide E         | 1.47 | AI845735 |

### **Cytoskeleton/ECM**

|                                      |      |          |
|--------------------------------------|------|----------|
| SWI/SNF related                      | 0.55 | AA794509 |
| chondroitin sulfate proteoglycan 6   | 0.59 | Y15128   |
| βig-h3                               | 0.67 | L19932   |
| profilin 1                           | 0.82 | X14425   |
| actinin alpha 4                      | 1.25 | AI836968 |
| MAP/microtubule affinity reg. kinase | 1.25 | AI849218 |
| septin 9                             | 1.31 | AJ250723 |
| tubulin, alpha 8                     | 1.36 | AI848983 |
| gelsolin                             | 1.36 | J04953   |
| procollagen, type VI, alpha 1        | 1.38 | X66405   |
| cortactin                            | 1.38 | AI841808 |
| vimentin                             | 1.44 | X56397   |
| dynein, cytoplasmic                  | 1.58 | AF063229 |

### **Tumor suppressors**

|       |      |          |
|-------|------|----------|
| nore1 | 0.67 | AF053959 |
|-------|------|----------|

### **Oncogenes**

|        |      |          |
|--------|------|----------|
| ret-11 | 1.33 | AB016784 |
|--------|------|----------|

### **Cell Adhesion/Migration**

|                                   |      |          |
|-----------------------------------|------|----------|
| vascular cell adhesion molecule 1 | 0.66 | M84487   |
| PEX2                              | 0.76 | AF031128 |
| CEACAM1                           | 1.27 | X67279   |
| CEACAM2                           | 1.68 | AF101164 |
| retinal degeneration, slow        | 2.00 | AV360626 |

### **Apoptosis**

|                                   |      |          |
|-----------------------------------|------|----------|
| PTEN                              | 0.51 | AI848984 |
| programmed cell death 4           | 0.65 | D86344   |
| tia1                              | 0.67 | U00689   |
| death-associated protein kinase 2 | 1.31 | AB018002 |
| BCL2-antagonist/killer1 (BAK)     | 1.37 | Y13231   |

### **Receptors**

|                                      |      |          |
|--------------------------------------|------|----------|
| IL13 receptor alpha 1                | 0.60 | AA608387 |
| lymphotoxin B receptor               | 1.22 | L38423   |
| colony stimulating factor 1 receptor | 1.38 | X06368   |

## Other

|                                       |      |          |
|---------------------------------------|------|----------|
| mitochondrial ribosomal protein L13   | 0.45 | AA666635 |
| fibroblast growth factor inducible 16 | 0.48 | U42385   |
| AZ2                                   | 0.49 | AB007141 |
| NP220 (nuclear protein)               | 0.55 | D83033   |
| D6Wsu176e                             | 0.56 | AA733372 |
| lysosomal membrane glycoprotein 2     | 0.58 | AI747194 |
| single strand DNA binding protein     | 0.59 | AA881160 |
| maternal embryonic message 3          | 0.59 | U47024   |
| myotrophyn                            | 0.60 | D78188   |
| ephrin B2                             | 0.61 | U30244   |
| RNA binding region                    | 0.62 | AA688834 |
| ZAP3 (nuclear protein)                | 0.62 | AB033168 |
| ADP-ribosylation-like factor 6 IP2    | 0.63 | AA763874 |
| phosphatidylinositol glycan, class A  | 0.63 | D31863   |
| ribosomal protein L23                 | 0.63 | U84903   |
| quaking                               | 0.64 | U44940   |
| WSB-1                                 | 0.66 | AF033186 |
| ash1l                                 | 0.67 | AW121855 |
| histone H3                            | 0.70 | M32459   |
| nedd1                                 | 0.72 | D10712   |
| dynammin 1-like                       | 0.74 | AW120468 |
| D7Wsu128e                             | 0.77 | AA388099 |
| lymphocyte specific 1                 | 0.81 | AV122642 |
| zinc finger protein 277               | 0.83 | AW121594 |
| histone 2A                            | 1.07 | AI853078 |
| D13Wsu64e                             | 1.18 | AW047811 |
| zygin II ortholog                     | 1.23 | AI851119 |
| cog1                                  | 1.26 | AF109377 |
| D11Wsu68e                             | 1.28 | AI847163 |
| inhibitor of growth 1                 | 1.32 | AA647507 |
| cytochrome beta-558                   | 1.33 | M31775   |
| mic2-like1                            | 1.33 | AW050035 |
| seizure-related                       | 1.35 | D78643   |
| calnexin                              | 1.35 | L18888   |
| BS4 peptide                           | 1.36 | U27462   |
| chaperonin subunit 7                  | 1.36 | Z31399   |
| rex3                                  | 1.37 | AA790008 |
| PEDF                                  | 1.38 | AF036164 |
| vesicle associated membrane protein   | 1.39 | AI849048 |
| bladder cancer associated             | 1.48 | AW121500 |
| CTD small phosphatase 2               | 1.48 | AV366282 |
| ephrin A3                             | 1.50 | U92885   |
| solute carrier family 31              | 1.50 | AI839005 |
| sorting nexin 17                      | 1.51 | AW123761 |
| D8Wsu151e                             | 1.54 | AI852472 |
| mitochondrial ribosomal protein S18A  | 1.58 | AW230209 |
| ribosomal protein S19                 | 1.67 | AW048899 |
| ribosomal protein L22                 | 1.77 | AI853960 |

## ESTs/RIKEN/IMAGE

|                      |      |          |
|----------------------|------|----------|
| RIKEN 1810006O10     | 1.36 | AW047762 |
| RIKEN 0610012F07     | 1.37 | AW012359 |
| EST AI414047         | 1.37 | AW125649 |
| RIKEN 1110035L05     | 1.38 | AI839150 |
| IMAGE-5135570        | 1.38 | AW125222 |
| RIKEN 1500001N04     | 1.41 | AW061222 |
| RIKEN 2310074H19     | 1.41 | AI844737 |
| RIKEN 1810031K02     | 1.44 | AI850357 |
| IMAGE-5065541        | 1.44 | AI847092 |
| IMAGE:3156885        | 1.47 | AI845735 |
| RIKEN C130521I2      | 1.47 | AI83598  |
| EST AI838661         | 1.50 | AI838661 |
| EST AI838661         | 1.50 | AI838661 |
| EST                  | 1.53 | AE000665 |
| MGC38258             | 1.54 | AW120628 |
| IMAGE-574446         | 1.56 | AI447510 |
| transcribed sequence | 1.57 | AI642417 |
| RIKEN 0610011I04     | 1.57 | AI787183 |
| EST AW111961         | 1.57 | AA212964 |
| EST AI480459         | 1.60 | AI837497 |
| EST BC005662         | 1.66 | AW060889 |
| RIKEN 2610005L07     | 1.84 | AV346841 |
| transcribed sequence | 1.88 | AI847033 |

**Table S2.** Genes dysregulated in T1 $\alpha$  (-/-) vs. (+/+) lungs at term ( $p \leq 0.05$ )

| Gene                                           | Ratios (-/-)/(+/+) Array | Acc#     |
|------------------------------------------------|--------------------------|----------|
| <b>Transcription factors</b>                   |                          |          |
| early growth response 1                        | 0.28                     | M28845   |
| nuclear receptor subfamily 4A1 / nurr77        | 0.42                     | X16995   |
| FosB                                           | 0.61                     | X14897   |
| Rb1                                            | 0.67                     | AV338260 |
| nuclear factor I/X                             | 0.71                     | Y07688   |
| nuclear receptor subfamily 2F2 / Arp-1         | 0.74                     | X76653   |
| transformation related protein 53 bp1          | 1.19                     | AI593074 |
| zinc finger protein 54                         | 1.30                     | AF080070 |
| interleukin enhancer binding factor 3          | 1.38                     | AI835460 |
| <b>Cell cycle/proliferation</b>                |                          |          |
| spindlin                                       | 0.70                     | AW122015 |
| chromosome segregation 1-like                  | 0.85                     | AW123099 |
| <b>Signal transduction</b>                     |                          |          |
| dual specificity phosphatase 1 (MKP-1)         | 0.61                     | X61940   |
| PKC alpha bp                                   | 1.54                     | AV056986 |
| <b>Cell signaling</b>                          |                          |          |
| cyr61                                          | 0.36                     | M32490   |
| fibroblast growth factor 7                     | 0.57                     | Z22703   |
| <b>Ion channels/Transport</b>                  |                          |          |
| transient receptor potential cation channel C6 | 0.51                     | U49069   |
| ATPase, H <sup>+</sup> transporting V1B2       | 0.62                     | U13838   |
| <b>Enzymes</b>                                 |                          |          |
| leucine aminopeptidase 3                       | 0.64                     | AI839225 |
| phosphatidylinositol-4-phosphate 5-kinase IIa  | 0.73                     | AI843864 |
| glutathione S-transferase, mu 5                | 0.78                     | U24428   |
| small fragment nuclease                        | 0.78                     | AI839882 |
| GPI anchor attachment protein 1                | 1.12                     | AB002136 |
| protein-L-isoaspartate O-methyltransferase1    | 1.18                     | AW124044 |
| hydroxysteroid (17 beta) dehydrogenase 4       | 1.20                     | X89998   |
| exostoses 2                                    | 1.21                     | U72141   |
| 3-ketoacyl-CoA thiolase B                      | 1.27                     | AW012588 |
| <b>Immune system</b>                           |                          |          |
| interferon activated gene 205                  | 0.56                     | M74123   |
| <b>Apoptosis</b>                               |                          |          |
| ring finger protein 7                          | 0.71                     | AI843444 |
| B-cell leukemia/lymphoma 10                    | 0.80                     | AJ006289 |

|       |      |          |
|-------|------|----------|
| cradd | 0.81 | AJ224738 |
|-------|------|----------|

**Receptors**

|                     |      |          |
|---------------------|------|----------|
| dopamine receptor 2 | 0.73 | X55674   |
| Eph receptor A5     | 0.80 | AI854630 |

**Other**

|                                        |      |          |
|----------------------------------------|------|----------|
| S100 calcium binding protein A9        | 0.53 | M83219   |
| tumor differentially expressed 1, like | 0.67 | AI834772 |
| mitofusin 1                            | 0.72 | AV255723 |
| replication protein A3                 | 0.75 | AI848299 |
| zinc finger protein                    | 0.75 | D10627   |
| mitochondrial ribosomal protein L45    | 1.22 | AI841415 |
| meningioma expressed antigen 5         | 1.27 | AI835427 |
| additional sex combs like 1            | 1.77 | AI852340 |

**ESTs/RIKEN/IMAGE**

|                  |      |          |
|------------------|------|----------|
| EST              | 0.71 | AW046351 |
| RIKEN 6030448M23 | 0.73 | AA259683 |
| RIKEN 2310005K03 | 0.83 | AW018420 |
| RIKEN 5830451P18 | 1.18 | AI851751 |
| RIKEN 1110059E24 | 1.25 | AI854226 |
| RIKEN 2810465O16 | 1.29 | AI648758 |
| RIKEN 5930412E23 | 1.35 | AW120890 |
| RIKEN 5730507C05 | 1.49 | AI842878 |
| EST C76800       | 1.55 | AI853340 |
| RIKEN D030018K05 | 3.02 | AI849615 |

**Table S3.** Mann-Whitney p values for genes dysregulated in dpc 18.5 T1 $\alpha$  (-/-) lungs compared to wild type with Student's t test p less 0.05.

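Table S3 gives for each E18.5 probe set the p-value of a t-test, that of a Mann-Whitney test and that of a t-test on log signals. A comparison of the deposited signals that allows unequal variances gave the listed t-test p-values of all 240 probe sets within 0.01 on the log10 scale, and the same comparison that assumes equal variances gave 55 of them. The listed Mann-Whitney p-values equal the normal approximation for all 240, whereas the exact test gives 22 of them, and by either version 156 are at the threshold. The log column equals the unequal-variance comparison of log2 signals, with 215 probe sets at the threshold. Its genes include T1α, ephrinA3, Ptgs1 and C1qa.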

| affy id     | Gene Symbol   | t-test     | mann-whitney | log t-test  |
|-------------|---------------|------------|--------------|-------------|
| 93315_at    | Map2k3        | 0.00041129 | 0.0121856    | 0.000585748 |
| 160897_at   | BC005662      | 0.00096714 | 0.0121856    | 0.00033542  |
| 104469_at   | Gp38          | 0.00117473 | 0.0121856    | 0.00744808  |
| 103845_at   | Slc31a1       | 0.00222336 | 0.0121856    | 0.00564148  |
| 97540_f_at  | H2-D1         | 0.00244797 | 0.0121856    | 0.00124206  |
| 104188_at   | Notch2        | 0.00269316 | 0.0121856    | 0.0042931   |
| 94435_at    | D10Ertd438e   | 0.00282198 | 0.0215718    | 0.00413575  |
| 96617_at    | Drap1         | 0.0032677  | 0.0121856    | 0.00853238  |
| 96925_at    | 2810024B22Rik | 0.00345059 | 0.0215718    | 0.00200038  |
| 92857_at    | Rpl22         | 0.00366844 | 0.0215718    | 0.00669636  |
| 98562_at    | C1qa          | 0.00375576 | 0.0121856    | 0.014543    |
| 160562_at   | Cct7          | 0.00431779 | 0.0121856    | 0.00321649  |
| 161763_r_at | Pip5k2c       | 0.00455354 | 0.0121856    | 0.000635884 |
| 93080_at    | Bscl2         | 0.00520848 | 0.0121856    | 0.0459932   |
| 160387_at   | 1110055L24Rik | 0.00526935 | 0.0121856    | 0.00590237  |
| 104609_at   | Al465155      | 0.00527725 | 0.0121856    | 0.00830813  |
| 92877_at    | Tgfb1         | 0.00554323 | 0.0215718    | 0.0120622   |
| 94054_at    | Cttn          | 0.00566406 | 0.0121856    | 0.00306134  |
| 100289_at   | Efna3         | 0.00629231 | 0.0121856    | 0.00175208  |
| 160611_at   | Cyp4v3        | 0.00642797 | 0.0121856    | 0.00429849  |
| 95002_at    | D17Wsu92e     | 0.0065075  | 0.0121856    | 0.0165509   |
| 160251_at   | 2610312B22Rik | 0.00653788 | 0.0215718    | 0.00396622  |
| 98544_at    | Guk1          | 0.0067262  | 0.0121856    | 0.00489275  |
| 103809_r_at | Dncic1        | 0.00680433 | 0.0215718    | 0.00977107  |
| 95597_at    | Ptgs1         | 0.00770261 | 0.0121856    | 0.0193669   |
| 93731_at    | Fkbp9         | 0.00771664 | 0.0121856    | 0.0054016   |
| 99999_at    | Np220         | 0.0078186  | 0.0215718    | 0.00509118  |
| 101850_at   | Spa17         | 0.00782596 | 0.0215718    | 0.00513878  |
| 102644_at   | Kdt1          | 0.00799231 | 0.0367141    | 0.0138284   |
| 160831_at   | Al838661      | 0.0080381  | 0.0121856    | 0.00351813  |
| 104535_at   | Yme1l1        | 0.00827221 | 0.0215718    | 0.00837918  |
| 101965_at   | Rnf13         | 0.00843706 | 0.0121856    | 0.00314272  |
| 100413_at   | Zap3          | 0.00853462 | 0.0121856    | 0.00672442  |
| 98609_at    | Septin 9      | 0.00887165 | 0.0215718    | 0.0081953   |
| 160573_at   | Hccs          | 0.00887773 | 0.0121856    | 0.0768029   |
| 100032_at   | Aaas          | 0.0089605  | 0.0121856    | 0.00142671  |
| 96113_at    | D18Wsu98e     | 0.00906593 | 0.0121856    | 0.00565049  |
| 94228_at    | Xpo1          | 0.00921935 | 0.0121856    | 0.00273727  |
| 100489_at   | Pde7a         | 0.00948563 | 0.0121856    | 0.00474074  |
| 93426_at    | 1110014E10Rik | 0.00959311 | 0.0215718    | 0.0155724   |
| 104710_at   | Bak1          | 0.00992029 | 0.0215718    | 0.0125196   |
| 161104_at   | 9430099J10Rik | 0.0103834  | 0.0367141    | 0.0104756   |
| 94916_at    | Cyp51         | 0.0106288  | 0.0367141    | 0.0102795   |
| 99327_at    | Prss19        | 0.0109238  | 0.0121856    | 0.0270548   |
| 97963_at    | Sipa1         | 0.0110316  | 0.0121856    | 0.0109849   |
| 104746_at   | Fkbp7         | 0.0112765  | 0.0367141    | 0.00910328  |
| 160559_at   | Psmb5         | 0.0113728  | 0.0215718    | 0.00779142  |
| 160857_at   | Efnb2         | 0.0115169  | 0.0215718    | 0.030154    |

|             |               |           |           |           |
|-------------|---------------|-----------|-----------|-----------|
| 92196_f_at  | Sf3a2         | 0.0428057 | 0.060103  | 0.0425054 |
| 104453_at   | 2310079P12Rik | 0.0429584 | 0.143672  | 0.0670433 |
| 101908_s_at | Ceacam2       | 0.0432535 | 0.060103  | 0.050078  |
| 99923_at    | 5730417B17Rik | 0.0434367 | 0.0946929 | 0.0556633 |
| 96027_at    | Sf3a1         | 0.043973  | 0.0367141 | 0.0194929 |
| 160809_at   | Tollip        | 0.0440936 | 0.0946929 | 0.0491735 |
| 95449_at    | 2310075G12Rik | 0.0441824 | 0.0946929 | 0.0436504 |
| 103343_at   | 5430432M24Rik | 0.0442608 | 0.060103  | 0.0438393 |
| 103029_at   | Pdcd4         | 0.0444633 | 0.060103  | 0.0413157 |
| 102019_at   | Mrpl13        | 0.0445799 | 0.060103  | 0.0229154 |
| 94886_at    | Canx          | 0.04462   | 0.0946929 | 0.0537644 |
| 92501_s_at  | Plagl1        | 0.0447635 | 0.0946929 | 0.0370062 |
| 93023_f_at  | Hist2h3c2     | 0.0448837 | 0.060103  | 0.0370192 |
| 94006_at    | Azi2          | 0.0451218 | 0.0946929 | 0.0402671 |
| 103727_at   | Hrb           | 0.0451641 | 0.060103  | 0.0390001 |
| 93704_at    | Foxf1a        | 0.0453956 | 0.060103  | 0.0499382 |
| 97380_at    | 1700016A15Rik | 0.0454675 | 0.0367141 | 0.061161  |
| 92383_at    | Dyrk1a        | 0.0455833 | 0.060103  | 0.0432495 |
| 160210_at   | 4930539H15Rik | 0.0456036 | 0.060103  | 0.0484802 |
| 100733_at   | Psma2         | 0.0458152 | 0.0367141 | 0.0268913 |
| 97394_at    | Smarca5       | 0.0458626 | 0.0121856 | 0.012707  |
| 95052_at    | 1110035L05Rik | 0.0459394 | 0.0367141 | 0.0354185 |
| 99645_at    | 4921506J03Rik | 0.046355  | 0.0367141 | 0.0340301 |
| 92640_at    | Vps35         | 0.0465367 | 0.0946929 | 0.0617208 |
| 93859_at    | Mtif2         | 0.0465668 | 0.210075  | 0.035869  |
| 104311_at   | Ubx2          | 0.046608  | 0.060103  | 0.0522154 |
| 95387_f_at  | Sema4b        | 0.0471546 | 0.0367141 | 0.0307721 |
| 93841_at    | D3Ert194e     | 0.0473294 | 0.0367141 | 0.0390211 |
| 93308_s_at  | Pcx           | 0.0475135 | 0.060103  | 0.097915  |
| 103862_r_at | D7Wsu128e     | 0.0475674 | 0.060103  | 0.04707   |
| 97857_at    | Zdhc3         | 0.0478935 | 0.0367141 | 0.0382738 |
| 92534_at    | Gem           | 0.048225  | 0.060103  | 0.0346911 |
| 98055_at    | Blcap         | 0.0482517 | 0.0367141 | 0.0856926 |
| 101631_at   | Sox11         | 0.0486131 | 0.0121856 | 0.0188436 |
| 96023_at    | D8Wsu151e     | 0.0490165 | 0.060103  | 0.0532127 |
| 93325_at    | Polr2e        | 0.0494689 | 0.060103  | 0.0378598 |
| 96545_s_at  | A730042J05Rik | 0.0495827 | 0.060103  | 0.0997466 |
| 160966_at   | ---           | 0.0495877 | 0.060103  | 0.0358235 |
| 95110_at    | Ppil2         | 0.0498469 | 0.0367141 | 0.0321055 |

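For the 50 probe sets of the term comparison, among them FosB, Egr1, MKP-1, Nur77 and Cyr61, the deposited signals gave the listed t-test p-values with unequal variances in all 50, within 0.01 on the log10 scale, and with equal variances in 9. The normal approximation of the Mann-Whitney test gave all 50 of the listed rank p-values, and the exact test none of them. Of these probe sets 31 had the same direction between the genotypes at E18.5, and 1 was at the unequal-variance threshold there. Among all 5304 probe sets tested at both times, 56.4% had the same direction.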

**TableS4.** Mann-Whitney p values for genes dysregulated in term T1 $\alpha$  (-/-) lungs compared to wildtype with Student's t test p less 0.05.

| affy id     | Gene Symbol   | t-test     | mann-whitney | log t-test |
|-------------|---------------|------------|--------------|------------|
| 92777_at    | Cyr61         | 0.00091941 | 0.0808557    | 0.0161513  |
| 102952_g_at | Cradd         | 0.00630042 | 0.0808557    | 0.00807013 |
| 98530_at    | Gas5          | 0.00684195 | 0.0808557    | 0.014112   |
| 99571_at    | MGC29978      | 0.00788286 | 0.0808557    | 0.00435574 |
| 161119_at   | Epha5         | 0.00921131 | 0.0808557    | 0.0157583  |
| 92597_s_at  | Atp6v1b2      | 0.0113043  | 0.0808557    | 0.0220283  |
| 103762_at   | 2810405L04Rik | 0.0114954  | 0.0808557    | 0.022912   |
| 98579_at    | Egr1          | 0.0125173  | 0.0808557    | 0.0594682  |
| 104586_at   | 5730507C05Rik | 0.0129271  | 0.0808557    | 0.00992588 |
| 97836_at    | Rnf7          | 0.01295    | 0.0808557    | 0.0239484  |
| 95358_at    | Pip5k2a       | 0.0174109  | 0.0808557    | 0.0125388  |
| 99435_at    | Fgf7          | 0.0179117  | 0.0808557    | 0.026702   |
| 94347_i_at  | Pcmt1         | 0.0194135  | 0.0808557    | 0.0259424  |
| 97515_at    | Hsd17b4       | 0.0203854  | 0.0808557    | 0.0181164  |
| 94499_at    | Mgea5         | 0.0207296  | 0.0808557    | 0.0311768  |
| 160657_at   | Ilf3          | 0.0218611  | 0.0808557    | 0.0144424  |
| 99528_at    | Spin          | 0.0226791  | 0.0808557    | 0.0348026  |
| 94110_f_at  | D10627        | 0.0229913  | 0.0808557    | 0.0141277  |
| 103990_at   | Fosb          | 0.0234498  | 0.0808557    | 0.0368113  |
| 162387_f_at | Mfn1          | 0.0238109  | 0.0808557    | 0.0370792  |
| 95101_at    | Tde2          | 0.0246686  | 0.0808557    | 0.0274475  |
| 100629_at   | Gstm5         | 0.0255361  | 0.0808557    | 0.02906    |
| 94356_at    | Trp53bp1      | 0.0277974  | 0.0808557    | 0.025794   |
| 103052_r_at | Nr2f2         | 0.0279743  | 0.0808557    | 0.0463541  |
| 99909_at    | Trpc6         | 0.0295727  | 0.0808557    | 0.0698773  |
| 104317_at   | Cse1l         | 0.0319415  | 0.0808557    | 0.0388737  |
| 104246_at   | Asxl1         | 0.0322854  | 0.0808557    | 0.0157165  |
| 100911_at   | Gpaa1         | 0.0333297  | 0.0808557    | 0.0319338  |
| 100886_f_at | Mrpl45        | 0.0335638  | 0.0808557    | 0.0436676  |
| 104059_at   | 5830451P18Rik | 0.0340383  | 0.0808557    | 0.0266965  |
| 99929_at    | Ext2          | 0.0345782  | 0.0808557    | 0.0268833  |
| 103225_at   | 2310005K03Rik | 0.0349462  | 0.0808557    | 0.0482057  |
| 103887_at   | S100a9        | 0.0352857  | 0.0808557    | 0.0246118  |
| 101930_at   | Nfix          | 0.0357645  | 0.0808557    | 0.0281825  |
| 100929_at   | ---           | 0.0384704  | 0.0808557    | 0.0253617  |
| 95360_at    | Zcchc6        | 0.0390437  | 0.0808557    | 0.0251623  |
| 94448_at    | Bcl10         | 0.0407314  | 0.0808557    | 0.0464922  |
| 104598_at   | Dusp1         | 0.0423292  | 0.0808557    | 0.0297359  |
| 94844_at    | Rpl39         | 0.0423751  | 0.0808557    | 0.0582192  |
| 161638_f_at | Prkcabp       | 0.0429222  | 0.0808557    | 0.041656   |
| 94034_at    | Smfn          | 0.0430504  | 0.0808557    | 0.0336115  |
| 160324_at   | Rpa3          | 0.0444131  | 0.0808557    | 0.0618169  |
| 161858_f_at | Rb1           | 0.044704   | 0.0808557    | 0.0424872  |
| 102626_r_at | Zfp54         | 0.0463506  | 0.0808557    | 0.0371274  |
| 97776_at    | Drd2          | 0.0473252  | 0.0808557    | 0.0603478  |
| 160717_at   | 1110059E24Rik | 0.0473456  | 0.0808557    | 0.0587767  |
| 100004_at   | 5930412E23Rik | 0.0473461  | 0.0808557    | 0.0574428  |
| 94224_s_at  | Ifi205        | 0.0483283  | 0.0808557    | 0.110278   |

|            |       |           |           |           |
|------------|-------|-----------|-----------|-----------|
| 98112_r_at | Lap3  | 0.0490379 | 0.0808557 | 0.0569943 |
| 102371_at  | Nr4a1 | 0.0498874 | 0.0808557 | 0.139428  |

# Supplementary material for: Alterations in gene expression in T1α null lung: a model of deficient alveolar sac development
**Source:** BMC Dev Biol. 2006 Jul 25;6:35. doi: 10.1186/1471-213X-6-35
**Supplement:** Additional File 1 — Figure S1. Ratios of epithelial vs. mesenchymal marker genes in T1α (+/+) and (-/-) lungs at E18.5 and term.

**A**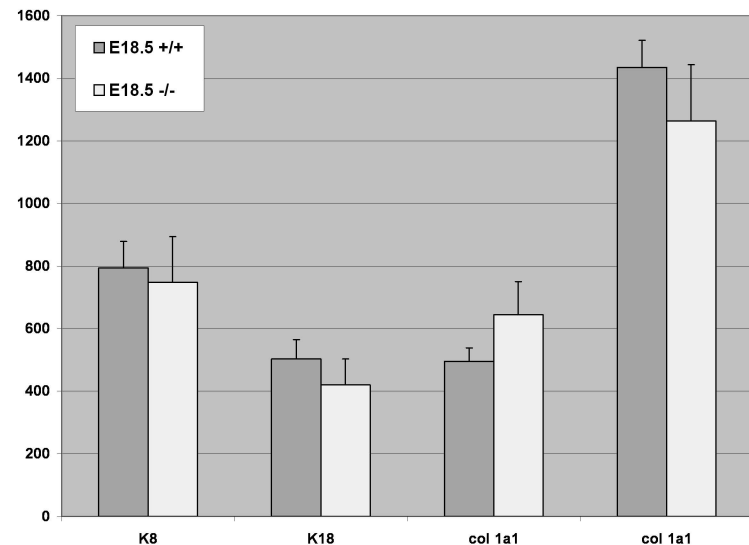**B**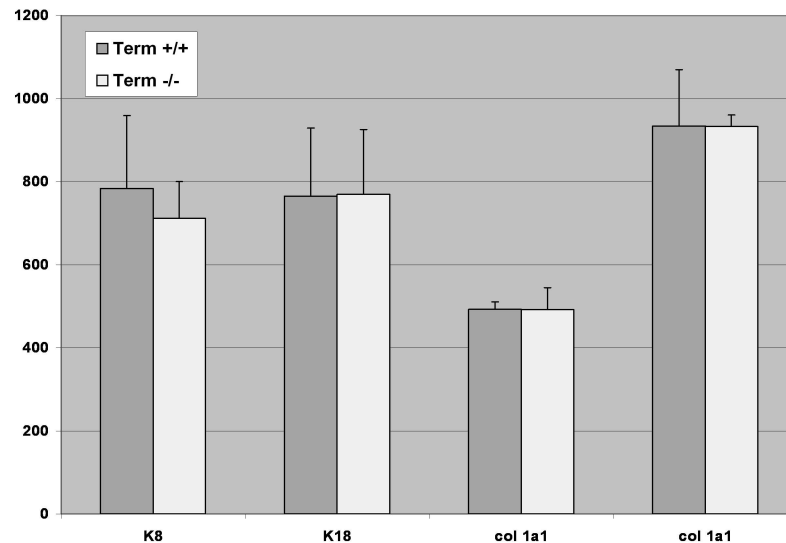

**Figure S1.** Microarray data for the epithelial genes cytokera<sup>8</sup> (K8), cytokera<sup>18</sup> (K18) and the mesenchymal gene colla<sup>1α1</sup> (two probe sets) in T1α (+/+, blue) and (-/-, light blue) lungs at (A) E18.5 and (B) term.

# Supplementary material for: Alterations in gene expression in T1α null lung: a model of deficient alveolar sac development
**Source:** BMC Dev Biol. 2006 Jul 25;6:35. doi: 10.1186/1471-213X-6-35
**Supplement:** Additional File 2 — References in Table 1 and Table 2. The references include lung expression of specific genes.

## References in Table1 and Table2

- E1. Cao YX, Ramirez MI, Williams MC. Enhanced binding of sp1/sp3 transcription factors mediates the hyperoxia-induced increased expression of the lung type I cell gene *t1alpha*. *J Cell Biochem* 2003;89(5):887-901.
- E2. Sock E, Rettig SD, Enderich J, Bosl MR, Tamm ER, Wegner M. Gene targeting reveals a widespread role for the high-mobility-group transcription factor *sox11* in tissue remodeling. *Mol Cell Biol* 2004;24(15):6635-6644.
- E3. Chetty A, Andersson S, Lassus P, Nielsen HC. Insulin-like growth factor-1 (igf-1) and igf-1 receptor (igf-1r) expression in human lung in rds and bpd. *Pediatr Pulmonol* 2004;37(2):128-136.
- E4. Powell-Braxton L, Hollingshead P, Warburton C, Dowd M, Pitts-Meek S, Dalton D, Gillett N, Stewart TA. Igf-I is required for normal embryonic growth in mice. *Genes Dev* 1993;7(12B):2609-2617.
- E5. Grizzi F, Chiriva-Internati M, Franceschini B, Bumm K, Colombo P, Ciccarelli M, Donetti E, Gagliano N, Hermonat PL, Bright RK, et al. Sperm protein 17 is expressed in human somatic ciliated epithelia. *J Histochem Cytochem* 2004;52(4):549-554.
- E6. Wen Y, Richardson RT, Widgren EE, O'Rand MG. Characterization of sp17: A ubiquitous three domain protein that binds heparin. *Biochem J* 2001;357(Pt 1):25-31.
- E7. Olson DM, Sheth MV, Rodrigo MC, Burghardt JS, Eyster KM. Effect of developmental age and hyperoxia exposure on kinase and phosphatase activities in newborn rat lungs. *Exp Lung Res* 1998;24(3):339-353.
- E9. Lu J, Qian J, Izvolsky KI, Cardoso WV. Global analysis of genes differentially expressed in branching and non-branching regions of the mouse embryonic lung. *Dev Biol* 2004;273(2):418-435.
- E9. Yoshida T, Takanari H, Izutsu K. Distribution of cytoplasmic and axonemal dyneins in rat tissues. *J Cell Sci* 1992;101 (Pt 3):579-587.
- E10. Wickman K, Seldin MF, James MR, Gendler SJ, Clapham DE. Partial structure, chromosome localization, and expression of the mouse *icln* gene. *Genomics* 1997;40(3):402-408.
- E11. Wang P, Wu P, Egan RW, Billah MM. Cloning, characterization, and tissue distribution of mouse phosphodiesterase 7a1. *Biochem Biophys Res Commun* 2000;276(3):1271-1277.
- E12. Lama V, Moore BB, Christensen P, Toews GB, Peters-Golden M. Prostaglandin e2 synthesis and suppression of fibroblast proliferation by alveolar epithelial cells is cyclooxygenase-2-dependent. *Am J Respir Cell Mol Biol* 2002;27(6):752-758.
- E13. Ono R, Shiura H, Aburatani H, Kohda T, Kaneko-Ishino T, Ishino F. Identification of a large novel imprinted gene cluster on mouse proximal chromosome 6. *Genome Res* 2003;13(7):1696-1705.

- E14. Chen ZL, Momota Y, Kato K, Taniguchi M, Inoue N, Shiosaka S, Yoshida S. Expression of neuropsin mRNA in the mouse embryo and the pregnant uterus. *J Histochem Cytochem* 1998;46(3):313-320.
- E15. Schisler NJ, Singh SM. Inheritance and expression of tissue-specific catalase activity during development and aging in mice. *Genome* 1987;29(5):748-760.
- E16. Warner DR, Mozier NM, Pearson JD, Hoffman JL. Cloning and base sequence analysis of a cDNA encoding mouse lung thioether S-methyltransferase. *Biochim Biophys Acta* 1995;1246(2):160-166.
- E17. Xu J, Burgoyne PS, Arnold AP. Sex differences in sex chromosome gene expression in mouse brain. *Hum Mol Genet* 2002;11(12):1409-1419.
- E18. Nakamura T, Yabe D, Kanazawa N, Tashiro K, Sasayama S, Honjo T. Molecular cloning, characterization, and chromosomal localization of fkbp23, a novel f506-binding protein with Ca<sup>2+</sup>-binding ability. *Genomics* 1998;54(1):89-98.
- E19. Kwee L, Baldwin HS, Shen HM, Stewart CL, Buck C, Buck CA, Labow MA. Defective development of the embryonic and extraembryonic circulatory systems in vascular cell adhesion molecule (Vcam-1) deficient mice. *Development* 1995;121(2):489-503.
- E20. Kalinichenko VV, Gusarova GA, Kim IM, Shin B, Yoder HM, Clark J, Sapozhnikov AM, Whitsett JA, Costa RH. Foxf1 haploinsufficiency reduces Notch-2 signaling during mouse lung development. *Am J Physiol Lung Cell Mol Physiol* 2004;286(3):L521-530.
- E21. Cerretti DP, Vanden Bos T, Nelson N, Kozlosky CJ, Reddy P, Maraskovsky E, Park LS, Lyman SD, Copeland NG, Gilbert DJ, et al. Isolation of lerk-5: A ligand of the Eph-related receptor tyrosine kinases. *Mol Immunol* 1995;32(16):1197-1205.
- E22. Lazzaro MA, Picketts DJ. Cloning and characterization of the murine imitation switch (iswi) genes: Differential expression patterns suggest distinct developmental roles for snf2h and snf2l. *J Neurochem* 2001;77(4):1145-1156.
- E23. Rodriguez-Manzanique JC, Perez-Castillo A, Santos A. Control by thyroid hormone of ngfi- $\alpha$  gene expression in lung: Regulation of ngfi- $\alpha$  promoter activity. *Mol Cell Endocrinol* 1998;141(1-2):101-110.
- E24. Lee CG, Cho SJ, Kang MJ, Chapoval SP, Lee PJ, Noble PW, Yehualaeshet T, Lu B, Flavell RA, Milbrandt J, et al. Early growth response gene 1-mediated apoptosis is essential for transforming growth factor  $\beta$ 1-induced pulmonary fibrosis. *J Exp Med* 2004;200(3):377-389.
- E25. Shin HJ, Lee BH, Yeo MG, Oh SH, Park JD, Park KK, Chung JH, Moon CK, Lee MO. Induction of orphan nuclear receptor Nur77 gene expression and its role in cadmium-induced apoptosis in lung. *Carcinogenesis* 2004;25(8):1467-1475.
- E26. Wu Q, Li Y, Liu R, Agadir A, Lee MO, Liu Y, Zhang X. Modulation of retinoic acid sensitivity in lung cancer cells through dynamic balance of orphan receptors Nur77 and Coup-TF and their heterodimerization. *Embo J* 1997;16(7):1656-1669.

- E27. Reddy SP, Mossman BT. Role and regulation of activator protein-1 in toxicant-induced responses of the lung. *Am J Physiol Lung Cell Mol Physiol* 2002;283(6):L1161-1178.
- E28. Levine RA, Hopman T, Guo L, Chang MJ, Johnson N. Induction of retinoblastoma gene expression during terminal growth arrest of a conditionally immortalized fetal rat lung epithelial cell line and during fetal lung maturation. *Exp Cell Res* 1998;239(2):264-276.
- E29. Li M, Zhou JY, Ge Y, Matherly LH, Wu GS. The phosphatase mkip1 is a transcriptional target of p53 involved in cell cycle regulation. *J Biol Chem* 2003;278(42):41059-41068.
- E30. Kireeva ML, Latinkic BV, Kolesnikova TV, Chen CC, Yang GP, Abler AS, Lau LF. Cyr61 and fisp12 are both ecm-associated signaling molecules: Activities, metabolism, and localization during development. *Exp Cell Res* 1997;233(1):63-77.
- E31. Fehrenbach H, Kasper M, Tschernig T, Pan T, Schuh D, Shannon JM, Muller M, Mason RJ. Keratinocyte growth factor-induced hyperplasia of rat alveolar type ii cells in vivo is resolved by differentiation into type i cells and by apoptosis. *Eur Respir J* 1999;14(3):534-544.
- E32. Ware LB, Matthay MA. Keratinocyte and hepatocyte growth factors in the lung: Roles in lung development, inflammation, and repair. *Am J Physiol Lung Cell Mol Physiol* 2002;282(5):L924-940.
- E33. Freichel M, Vennekens R, Olausson J, Hoffmann M, Muller C, Stolz S, Scheunemann J, Weissgerber P, Flockerzi V. Functional role of trpc proteins in vivo: Lessons from trpc-deficient mouse models. *Biochem Biophys Res Commun* 2004;322(4):1352-1358.
- E34. Puopolo K, Kumamoto C, Adachi I, Magner R, Forgacs M. Differential expression of the "b" subunit of the vacuolar h(+)-atpase in bovine tissues. *J Biol Chem* 1992;267(6):3696-3706.
- E35. Nolte C, Moos M, Schachner M. Immunolocalization of the neural cell adhesion molecule I1 in epithelia of rodents. *Cell Tissue Res* 1999;298(2):261-273.
36. Coccia EM, Cicala C, Charlesworth A, Ciccarelli C, Rossi GB, Philipson L, Sorrentino V. Regulation and expression of a growth arrest-specific gene (gas5) during growth, differentiation, and development. *Mol Cell Biol* 1992;12(8):3514-3521.

How the deposited data were processed for this re-analysis (not part of the article)

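Lung RNA of T1α(-/-) and T1α(+/+) mice was measured on 16 Affymetrix Murine Genome U74Av2 arrays, 5 of each genotype at E18.5 and 3 of each at term. Term pups were obtained within 10 min of delivery and 8 μg of total RNA was used per lung. The authors made the deposited values with Microarray Suite 5.0, as a background-subtracted signal intensity per probe set from perfect match and mismatch probes, and scaled each array. The deposited signals are linear, from 0 to 29523.9, with a mean of 100 on each array once the lowest and highest 2% of its values are left out. The detection p-values that the authors used as a filter were not used here.

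Each array was assigned to its genotype and time from its label, and T1α itself was lower on every (-/-) array than on every (+/+) array of the same time. No batch, litter or sex is given for the arrays in the sources used here, so none entered the main fits. Of the sex-linked genes, Xist was 27.2 to 99.8 and Eif2s3y 2.1 to 17.6 on E18.5 (-/-) replicates A, B, C and E. On D they were 14.7 and 33.4. They were 44.9 to 80 and 4.7 to 4.8 on (+/+) replicates L and M. On I, J and K they were 14.3 to 37 and 23.5 to 49.6. At term they were 75.8 and 6.5 on (-/-) replicate G, and 6.7 to 10.6 and 43.9 to 58.9 on the others. Sex may thus be unequal between the genotypes at both times. No 2 arrays shared over 20% of their signals. Probe sets were named through the platform's annotation, with symbols looked up in the reference table of the assembly GRCm38.p6, and a probe set with several symbols was not named.

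Signals were used as log2(signal + 16) with no further scaling. At each time a probe set was tested when the median of at least 1 genotype exceeded the signal that 45.4% of the values of the arrays in the fit exceed. That level was 53.4 at E18.5, 47.7 at term, 51.3 for the fit of all arrays, 52.5 for (+/+) and 50.1 for (-/-) lungs over time, which left 5879, 5885, 6458, 6145 and 6193 probe sets. The means were compared with lmFit and eBayes (trend = TRUE) of limma 3.58.1 in R 4.3.3, with 8 residual degrees of freedom at E18.5 and 4 at term, and p-values were adjusted by Benjamini-Hochberg over the probe sets tested. The comparisons were (-/-) against (+/+) at each time, the difference of these effects between the times, and term against E18.5 within each genotype. All tests were 2-sided. The methods' t-test was run on the signals of the same probe sets with equal variances, beside the exact Mann-Whitney test. Single probe sets were compared with an exact permutation test of the means of log2(signal + 16). Python 3.11.15 was used with scipy 1.17.1, pandas 2.3.3 and numpy 2.4.6, and plots were drawn with matplotlib 3.10.9.

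The 26 gene lists were tested with camera at a preset correlation of 0.01, with 1 probe set per gene, that of the highest mean log2 signal, and without T1α. Each list was tested again with a correlation estimated from the arrays and with fry, which tests whether the genes of a list move one way on balance. Members were also adjusted over the list alone. Several lists, that of immediate early genes above all, hold genes that the paper reports from these arrays. Their tests are not independent of that selection. The genes named in the text are T1α and those that the paper names for the arrays; the 8 largest increases and decreases of each genotype comparison among probe sets with 1 symbol, an unadjusted p under 0.05 and no overlap of the groups; up to 4 members of each list with the lowest p; and the 8 largest changes in each direction over time. The probe set 103012_at falls outside this rule, as do the folds of Igf1, Sox11, Pdcd4, Cat, Inmt, Atp6v1b2 and Serinc1, which the tables of the paper hold.

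The fits were tested on simulated signals with 200 changed probe sets and a changed gene list before they were run on the arrays. Alternatives were quantile normalization, centering of each array on its median, no pseudocount with signals under 1 set to 1, a pseudocount of 64, no filter, a filter at the signal that 25% of values exceed, all arrays in 1 fit, no intensity trend, array quality weights, the methods' t-test on signals and on log2 signals, Xist or the GAPDH ratio as a covariate, all probe sets of each gene, ratios of geometric means, and leaving out each array in turn. An unequal-variance version of the methods' t-test, with and without the filter, was added after it was seen to give the p-values of Tables S3 and S4. For each result of a fit, other splits of the same arrays were counted, 100 drawn where there are more. The number of arrays, and the signal of bacterial controls with no transcript added, limit what could be measured. The enrichment of Gene Ontology terms by EASE, the blots and the PCR data were not analyzed here.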

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

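The test of red blood cells, that of lymphatic markers at term and the Fisher's exact tests of probe sets near T1α were chosen after their results were seen, and the other tests of this part before.

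Among 74 measures in groups of 5 E18.5 arrays, 9 values lay apart from the other 4 by over 0.71 of the range of their group, where chance gives about 1 in 20 groups. The (+/+) replicate I had 4 of the values for the whole array: its 25th percentile of signals was 29.8 (the others 10.1 to 13.9), its 5th percentile 12.5 (the others 1.7 to 3.1), its unspiked bacterial controls averaged 35.3 (the others 5.43 to 7.49) and its bioB signal was 81.8 (the others 48.4 to 57.9). Cdkn1b had 28 on the same array (the others 3.5 to 8.6). Cytokeratin 8 was 1313 on (+/+) replicate K (the others 477 to 693), Nur77 3.4 on (-/-) replicate A (the others 31.3 to 36), Asxl1 134 on (-/-) replicate D (the others 101 to 104) and the GAPDH ratio 1.72 on (-/-) replicate B (the others 0.972 to 1.16).

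The immediate early genes were lower in (-/-) lungs at term by a median of -0.40 (adjusted p = 0.241 with an estimated correlation), and the term effect minus the E18.5 effect had a median of -0.61 (adjusted p = 8.01e-12 from camera, 0.0469 with an estimated correlation and 0.269 from fry). The median was -0.38 with the GAPDH ratio as a covariate (adjusted p = 8.28e-13 from camera), -0.39 under the scaling that shrank it most and -0.45 with Xist as a covariate, which argues against RNA degradation, unequal scaling and sex as the whole cause. Over the 28 members, the fall in (-/-) lungs followed the rise from E18.5 to term (Spearman's rho = 0.516 across genes, which are not independent, and 0.347 to 0.650 by the choice of (+/+) term array), which goes with a response to birth or handling that may differ between the pups and as well with a weaker response caused by the loss of T1α. Among the 10 splits of the term arrays the real one had the highest -log10 p of this list, 16.5 against 5.74, as 1 of 10, too few for a share under 0.05, and for the difference between the times 5 of 100 splits were as large (12.5 against a highest of 15.4), so chance is not excluded. By the size of the median 2 of 10 splits were as large at term (0.40 against a highest of 0.55), and 7 of 100 for the difference (0.61 against 0.73).

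The paper states that T1α null lungs at the 2 times differ but lists no genes of that comparison, in which 1140 probe sets changed in (+/+) and 1655 in (-/-) lungs. The 100 most abundant probe sets were lower at term by a median of -0.85 in (+/+) and -0.82 in (-/-) lungs, with 89 and 93 of them lower, against -0.04 and -0.06 over all probe sets tested. The log2 ratio of the hybridization controls cre and bioB changed by -0.10 in (-/-) and 0.31 in (+/+) lungs. The 0.31 rests in part on (+/+) E18.5 replicate I, with the lowest cre (842) and the highest bioB (81.8) of all arrays. The cre signals, at most 1972, lay below the lowest mean signal of these probe sets, 2354. The ratio thus cannot show whether the range of signals narrowed at their level. Without erythroid genes the median was still -0.84 in (+/+) and -0.80 in (-/-) lungs, which argues against fewer red blood cells as the cause. Quantile normalization gave -0.12 and -0.07, but it makes the arrays alike by construction and decides nothing. A narrower range from hybridization, one from the labeling step, which these controls do not pass through, and development itself stay open.

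Probe set 103012_at, annotated to 9 chemokine symbols, had a log2 fold change of -1.52 at E18.5 and -1.35 at term, and the paper does not report it. Its smallest fold under the alternatives tried for dim signals was -1.44, without (+/+) replicate I, which argues against signals of dim probe sets that differ between the arrays. At E18.5 the other lymphatic markers tested, Lyve1, Flt4 and Ackr2, had log2 fold changes of 0.18, 0.24 and 0.09 (standard errors 0.17, 0.20 and 0.22). None showed a fall like that of 103012_at. Markers below the filter went both ways. Prox1 had -0.45, Reln -0.33 and -0.27, Foxc2 -0.26 and 0.01 and a second Flt4 probe set 0.76. Whether these markers follow the number of lymphatic endothelial cells in whole lung was not tested, so fewer such cells stay open at E18.5. At term the median with Reln was -0.17 (standard error of the mean over the genes 0.20). Reln had -0.74, Flt4 -0.23, Ackr2 -0.11 and Lyve1 0.20, which leaves fewer such cells open at term too. All 9 annotated genes lie on chromosome 4 like T1α, with 218 tested genes between them and T1α, more than the 100 set as the limit for alleles of another strain carried along with the targeted allele. That limit was too short. The number of backcrosses is not given in the sources used here, and 299 genes were tested on the whole chromosome. In between, 13 of 244 probe sets had an unadjusted p under 0.05, or 5.33%, against 5.21% elsewhere (Fisher's exact test, p = 0.883). For the 100 genes nearest T1α the shares were 4.10% and 5.24% (Fisher's exact test, p = 0.835). Neither test showed an excess near T1α, but neither bears on a single probe set. Strain alleles and the loss of T1α thus cannot be told apart for 103012_at.

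Other lists whose genotype effect differed between term and E18.5 by camera, as medians of the difference, were cell proliferation at 0.34 (adjusted p = 3.26e-06), neutrophil markers at -0.60 (0.00324), glucocorticoid response genes at -0.27 (0.0108), macrophage markers and complement C1q at -0.29, hypoxia and glycolysis genes at 0.23, interferon and antigen presentation genes at -0.28 and antioxidant genes at -0.16 (0.0399 each). With an estimated correlation none of these 7 passed, and fry called none.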

How the results depend on the processing

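The unequal-variance test was added after the p-values of Tables S3 and S4 had been seen, and the other alternatives were planned. Over 17 summary results, 286 of 344 alternative values kept their direction and side of the threshold or stayed within 1.5 times the count, 6 no longer passed and 52 moved. Of 1220 values of gene lists 1131 stayed on their side of the threshold, 84 of them with the other sign and past it in neither, 69 were weaker, 19 stronger and 1 reversed. T1α counts among the summary results. Of 5585 values of the other named probe sets, 5579 stayed on their side, 123 of them with the other sign and past it in neither. The exceptions were 103012_at, which did not pass with the 3 t-tests or without L, and Vav1, which passed under 2 alternatives. The reversed one came without (+/+) replicate M, where the list of liver, heart, muscle and cartilage genes at E18.5, near 0 before, had a median of 0.49 (adjusted p = 0.0397 from camera). T1α at E18.5 did not pass with no pseudocount (-3.45, adjusted p = 0.211), with the methods' t-test on signals or on log2 signals (-2.10, adjusted p = 0.308 and 0.642), with unequal variances (-2.10, 0.910) or without (+/+) replicate L (-2.03, 0.0606), and the stricter filter left it out. With a pseudocount of 64 its log2 fold change was -1.15 at E18.5 (adjusted p = 0.00413 from limma) and -1.05 at term, so its size depends on the pseudocount. Without each array its log2 fold change lay between -2.27 and -1.93 at E18.5 and between -2.35 and -1.32 at term. The count of 2 adjusted calls at E18.5 was 1 with no pseudocount or the stricter filter and 0 with each t-test and without L, and ranged from 0 to 3. At an unadjusted p under 0.05 limma counted 490 with no filter, 177 with the stricter filter and 484 with quality weights, and 215 to 516 without each array, the highest without K. It counted 449 with the GAPDH ratio as a covariate and 270 with Xist, the latter below the 294 due by chance. The adjusted count at term was 0 under each alternative. At an unadjusted p it was 222 with no filter, 22 with the stricter filter, 117 with quality weights, 79 with the methods' t-test on signals or log2 signals and 109 with the GAPDH ratio, and 38 to 288 without each array (62 without O, 288 without P). From E18.5 to term in (+/+) lungs the count was 1939 with quality weights, 350 and 500 with the methods' t-test on signals and log2 signals, 183 with Xist, 8 with unequal variances, and 334 to 1268 without each array (334 without N, 583 without O). In (-/-) lungs it was 1034 with the methods' t-test on signals, 502 with unequal variances, and 897 to 1772 without each array (897 without F, 1101 without G). The number of lists called at E18.5, 5 before, was 0 with an estimated correlation, 3 with all probe sets and 3 with no filter, and 2 to 5 without each array (2 without J or K). At term, 7 before, it was 0 with an estimated correlation, 4 with the stricter filter, 4 with the methods' t-test on signals, 4 with unequal variances, and 2 to 10 without each array (4 without G, 2 without O). The immediate early genes at term did not pass with an estimated correlation (-0.40, adjusted p = 0.241). Without each array their median lay between -0.59 and -0.30, and for the difference between the times between -0.73 and -0.43. The methods' t-test count at E18.5 was 184 with the stricter filter and 225 with the exact Mann-Whitney test, and 249 to 470 without each array. At term it was 228 with no filter, 30 with the stricter filter, 0 with the exact Mann-Whitney test, 46 with unequal variances and 148 with unequal variances and no filter, and 80 to 253 without each array. The median fold of the genes of Tables S3 and S4 lay between 1.42 and 1.47 at E18.5 and between 1.33 and 1.41 at term. The cause of these changes was not tested, apart from the fewer probe sets or arrays that a filter or a left-out array leaves. Quantile normalization and centering kept each of the 13 summary results they were run on. No paired analysis was possible because the arrays carry no replicate numbers shared between the groups. Signals near the 6.55 of unspiked bacterial controls limit what can be measured, as for p27.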

Differences from the paper's values

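The paper reports 50 genes at the threshold of its t-test at term, and the deposited signals gave 79 with the filter on low signals in place of the detection filter of the paper. Of the alternatives set before the data were examined, none came within 1.5 times the value of the paper: the count was 228 with no filter, 30 with a stricter filter, 79 on log2 signals, 0 with the exact Mann-Whitney test and 80 to 253 without each array. With unequal variances, a test chosen after seeing that it gives the p-values of Table S4, the count was 46, which drops 15 of the 50 probe sets of the paper because the filter keeps 35.

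At E18.5 the deposited signals gave 341 probe sets where the paper reports 239 genes, and 200 with a Mann-Whitney p under 0.05 where the paper reports 156, both within 1.5 times. With no filter the counts were 499 and 289, without (+/+) replicate I 435 and 278 and without K 470 and 280, which are not within 1.5 times. With unequal variances they were 294, as many as are due by chance, and 188. For 2 of the 205 entries of Table S1 that were paired, the ratio differed. Gem stands there at 0.63 and again at 1.29, against 0.63 here, and an entry given as phosphodiesterase 7A stands at 0.61, where its accession leads to probe set 95002_at with 1.49.

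The quality values that the paper gives as R2 are matched by Pearson's r here (0.954, 0.939, 0.946 and 0.932), not by its square (0.911, 0.882, 0.895 and 0.869). The mean GAPDH ratio at E18.5 was 1.20 where the paper gives 1.01, and that of β-actin 1.41 where it gives 1.63.

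The paper states that p21 and p27 were not detected. Here p27 lay below the filter on low signals, and the p21 probe sets lay above it, with mean signals of 112 to 207. The paper's call rests on detection p-values, which were not used here. A signal level is a different measure, so no disagreement over p21 is shown. The paper states that the 4 early response genes did not change at E18.5. FosB, Egr1 and MKP-1 did not pass here either, and Nur77, below the filter, had a ratio of 0.503 with an exact permutation p of 0.0397. Cell proliferation is a category that the paper finds over-represented at term, and mitosis one that it finds at E18.5. The list of proliferation genes used here, which is not the same set, had a median of -0.39 at E18.5 and -0.02 at term (adjusted p = 2.09e-05 and 0.855 from camera), and the E18.5 call did not hold with an estimated correlation (adjusted p = 0.437) or in fry (0.504).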

Other observations

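The count without T1α was chosen after its splits were seen, and the other tests of this part were planned. Other splits of the E18.5 arrays into groups of 5 were drawn, 100 with the real one. The 2 adjusted calls were matched or passed by 4 of 100 splits, the highest with 92, but 1 of the 2 is T1α, whose deletion defines the groups. Without T1α the count of 1 was matched or passed by 8 of 100, the highest with 92, so chance cannot be excluded for it, nor for the 312 probe sets at an unadjusted p (37 of 100 splits as large, the highest 1311), for the 341 of the methods' t-test (30 of 100, the highest 1202) or for the 5 gene lists (22 of 100, the highest 9). The highest counts of probe sets were several times the real ones, and what sets those splits apart was not tested. The 10 splits of the term arrays are too few for a share under 0.05. The real split gave 0 adjusted calls, 40 unadjusted calls and 79 by the methods' t-test, and each of the 10 splits gave as many, with highest values of 204, 1302 and 884. For the 7 lists at term 2 of 10 splits gave as many, the highest 9. No probe set had a genotype effect that differed between the times after adjustment, which all 100 splits matched, the highest with 48. For the change from E18.5 to term, 1 of 56 splits was as large, the real one, with 1140 against 36 in (+/+) and 1655 against 5 in (-/-) lungs, so chance can be excluded there. A batch of arrays that goes with time is not excluded by this.

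From E18.5 to term in (+/+) lungs, the immediate early genes as a list rose by a median of 1.84 (adjusted p = 2.78e-16 from camera), with 18 of 28 higher, and in (-/-) lungs by 1.17 (adjusted p = 1.10e-08), with 18 of 27 higher and 1 lower. Glucocorticoid response genes had medians of 0.80 and 0.59, general epithelial markers 0.81 and 0.53, ribosomal protein genes -0.85 and -0.69 and erythroid genes -0.91 and -0.67, each past camera in both genotypes. In (+/+) lungs endothelial genes at 0.43 and interferon genes at 0.33 also passed. With an estimated correlation none of these lists passed, with a lowest adjusted p of 0.139 and 0.136, while fry called 11 lists in (+/+) and 9 in (-/-) lungs.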
